# Global transcriptional analysis of *Geobacter sulfurreducens gsu1771* mutant biofilm grown on two different support structures

**DOI:** 10.1371/journal.pone.0293359

**Published:** 2023-10-25

**Authors:** Juan B. Jaramillo-Rodríguez, Leticia Vega-Alvarado, Luis M. Rodríguez-Torres, Guillermo A. Huerta-Miranda, Alberto Hernández-Eligio, Katy Juarez

## Abstract

Electroactive biofilms formation by the metal-reducing bacterium *Geobacter sulfurreducens* is a step crucial for bioelectricity generation and bioremediation. The transcriptional regulator GSU1771 controls the expression of essential genes involved in electron transfer and biofilm formation in *G*. *sulfurreducens*, with GSU1771-deficient producing thicker and more electroactive biofilms. Here, RNA-seq analyses were conducted to compare the global gene expression patterns of wild-type and Δ*gsu1771* mutant biofilms grown on non-conductive (glass) and conductive (graphite electrode) materials. The Δ*gsu1771* biofilm grown on the glass surface exhibited 467 differentially expressed (DE) genes (167 upregulated and 300 downregulated) versus the wild-type biofilm. In contrast, the Δ*gsu1771* biofilm grown on the graphite electrode exhibited 119 DE genes (79 upregulated and 40 downregulated) versus the wild-type biofilm. Among these DE genes, 67 were also differentially expressed in the Δ*gsu1771* biofilm grown on glass (56 with the same regulation and 11 exhibiting counter-regulation). Among the upregulated genes in the Δ*gsu1771* biofilms, we identified potential target genes involved in exopolysaccharide synthesis (*gsu1961-63*, *gsu1959*, *gsu1972-73*, *gsu1976-77*). RT-qPCR analyses were then conducted to confirm the differential expression of a selection of genes of interest. DNA-protein binding assays demonstrated the direct binding of the GSU1771 regulator to the promoter region of *pgcA*, *pulF*, *relA*, and *gsu3356*. Furthermore, heme-staining and western blotting revealed an increase in *c*-type cytochromes including OmcS and OmcZ in Δ*gsu1771* biofilms. Collectively, our findings demonstrated that GSU1771 is a global regulator that controls extracellular electron transfer and exopolysaccharide synthesis in *G*. *sulfurreducens*, which is crucial for electroconductive biofilm development.

## Introduction

*Geobacter sulfurreducens* is a gram-negative, anaerobic bacterium that inhabits subsurface environments. This bacterium is known for its ability to degrade organic matter with the reduction of extracellular electron acceptors such as Fe(III) and Mn(IV) oxides, U(VI), and electrodes [1]. Extracellular electron transfer (EET) is a biological process present in many bacteria, which plays a crucial role in a wide variety of physiological and environmental processes. In *G*. *sulfurreducens*, EET is a process driven by a repertoire of more than 100 *c*-type cytochromes and electrically conductive nanowires [2,3]. *G*. *sulfurreducens* has become a prominent model for studies on electricity production in bioelectrochemical systems due to its ability to directly transfer electrons to electrodes and form metabolically active biofilms, which enable the conversion of organic matter (e.g., acetate) into electricity [1,4]. In addition to participating in the recycling of organic matter present in the environment, *G*. *sulfurreducens* has been effectively applied to the bioremediation of subsurface environments contaminated with organic compounds and metals [2].

Biofilms are microbial communities attached to a biotic or abiotic surface, which are embedded in an extracellular matrix of polymeric substances that are synthesized by the microorganisms themselves [5]. The extracellular matrix of *G*. *sulfurreducens* biofilms is primarily composed of proteins and exopolysaccharides [6]. These proteins include *c*-type cytochromes, structural components and electrically conductive nanowires which also have an adherent role in biofilm structure [7,8]. Furthermore, exopolysaccharides enable cell agglutination and adherence to abiotic surfaces, in addition to anchoring *c*-type cytochromes to the extracellular matrix [9,10]. *G*. *sulfurreducens* strains unable to synthesize these elements develop thin biofilms that are less electroconductive than those produced by their wild-type counterparts [9,11].

The transcriptional regulator GSU1771 was first discovered through adaptive evolution experiments that enhanced the reduction of Fe(III) oxides in *G*. *sulfurreducens* [12]. The *gsu1771* gene encodes a transcriptional regulator of the SARP family C-terminal region, which exhibits a winged helix-turn-helix (HTH) DNA-binding motif, a central activator domain, and a response receiver domain in the N-terminal. SARP family transcriptional regulators have been characterized in actinomycetes and regulate a wide variety of physiological processes, including the specific activation of secondary metabolite biosynthesis [13]. In previous work, we constructed a *gsu1771*-deficient mutant strain using a markerless method (Δ*gsu1771* strain). The resulting Δ*gsu1771* strain exhibited higher rates of soluble and insoluble Fe(III) reduction than the wild-type strain and overexpresses *pilA* and the *c*-type cytochromes *omcB*, *omcE*, *omcS*, and *omcZ*. Additionally, the Δ*gsu1771* strain produces a thicker biofilm with higher exopolysaccharide production than the wild-type strain. Electrochemical characterization demonstrated that the Δ*gsu1771* biofilm grown on a fluorine-doped tin oxide (FTO) electrode exhibited a higher current output than that of the wild-type strain, indicating that GSU1771 controls genes related to extracellular electron transfer and electroconductive biofilm formation [14].

The aim of this study was to analyze the expression of genes in two different conditions of biofilm formation and with GSU1771-deficient mutant, which will allow to elucidate the signals that *G*. *sulfurreducens* detects to control the expression of certain cytochromes and genes involved in extracellular electron transfer. For this, we first characterized the GSU1771 regulon through RNA-seq analysis of biofilms grown on two different support materials: (1) a non-conductive material (glass, acetate-fumarate respiration) and (2) a conductive material in current production mode (graphite, acetate-electrode respiration). Transcriptome analysis of the Δ*gsu1771* biofilm grown on glass elucidated 467 differentially expressed (DE) genes with respect to the wild-type strain, of which 167 were upregulated and 300 downregulated. The functions of these DE genes included energy metabolism and electron transport, transmembrane transport, exopolysaccharide production, signal transduction, and regulation, among others. In contrast, the RNA-seq analysis of the Δ*gsu1771* biofilm grown on graphite revealed 119 DE genes, several of which encoded proteins involved in the type VI secretion system, *c*-type cytochromes, and transport proteins. Furthermore, 56 of the DE genes identified in the biofilm grown on graphite were also identified in the biofilm grown on glass. RT-qPCR analyses were then conducted to confirm the differential expression of a selection of DE genes of interest including *pilA*, *pgcA*, *omcM*, *ppcD*, *csrA*, and *gsu3356* in the Δ*gsu1771* strain biofilm. Electrophoretic mobility shift assays were also conducted to characterize the interaction (i.e., binding) between the GSU1771 protein and different promoter regions of the *pgcA*, *pulF*, *gsu1771*, *gsu3356*, and *relA* genes. Overall, our findings demonstrated the key role of the GSU1771 regulator in controlling genes directly involved in the extracellular transfer of electrons, stress responses, and the formation of electroconductive biofilms.

## Materials and methods

### Bacterial strains and culture conditions

The bacterial strains, plasmids, and oligonucleotides used in the present study are summarized in S1 Table. The *G*. *sulfurreducens* strains were routinely grown in NBAF anoxic medium (acetate-fumarate) [15] at 30°C and *Escherichia coli* strains were grown in LB medium with ampicillin (200 μg/ml) at 37°C.

Total RNA was isolated from cells derived from biofilms grown on glass and graphite. For the first condition, the cells were cultured in NBAF medium at 25°C for 48 h and the biofilms generated at the bottom of the culture flask (glass) were washed and separated from the planktonic cells. For the second condition, biofilms grown on a graphite anode assembled in an H-type MCF with FWAF medium were washed with PBS buffer and collected for RNA extraction. The biofilms were then isolated and resuspended in 1 ml of fresh NBAF medium and 100 μl of RNA *later* (Invitrogen). The mixture was incubated on ice for 30 min and the cells were collected by centrifugation at 14,000 rpm for 2 min. The cell pellets were then stored at –70°C until required.

### DNA extraction and manipulations

Genomic DNA, plasmids, and PCR products were purified using the DNeasy blood and tissue kit (Roche), the High Pure Plasmid Isolation kit (Roche), and the GeneJET PCR purification kit (Thermo Scientific), respectively. *E*. *coli* transformations and other routine DNA manipulations were conducted following standard procedures [16].

### Analysis of biofilm production and structure by CLSM

The biofilm structure and the ratio of live cells to dead cells were determined by confocal laser scanning microscopy (CLSM). Glass and graphite plates were used as supports for biofilm formation inside hermetically sealed test tubes in anaerobic conditions with NBAF medium. Incubation was performed without shaking at 25°C for 48 h. All of the solutions used in the following procedures were sterile and anaerobic. After removing the electrodes from the culture medium, the planktonic cells were removed from the biofilm with a mixture of 0.002 M cysteine and 0.9% saline isotonic solution. Afterward, a mixture of dyes from the LIVE/DEAD® BacLight Bacterial Viability kit (0.00334 mM SYTO9 and 0.02 M propidium iodide) dissolved in 0.9% saline isotonic solution and 0.1 M cysteine was added to the samples. The samples were dyed for 10 minutes, during which they were protected from any extraneous light sources. The dye was then washed with 0.002 M cysteine and 0.9% saline solution. Finally, images were captured with an Olympus FV1000 microscope at excitation wavelengths of 488 nm (green channel) and 559 nm (red channel). Imaging was performed using an immersion objective (LUMFLN 60 X 1.1 W). Fluorescence was obtained with a spectral detector at a 500–545 nm range (SDM560) for the green channel and a 570–670 nm range (Mirror) for the red channel. Images were acquired through the Z-axis of the biofilm at regular thickness intervals. Image analysis was performed using the Comstat2 (version 2.1) and Fiji (version 2.9.0) software [17,18].

### RNA extraction

RNA was extracted from cells recovered from the biofilms after 48 h of incubation on glass and two weeks of growth on the graphite electrode using the RNeasy mini kit (Qiagen) according to the manufacturer’s instructions. Residual genomic DNA was digested via DNase I treatment (Thermo Scientific). The concentration and purity of the RNA samples were quantified using a NanoDrop 200c spectrophotometer (Thermo Scientific), after which sample integrity and quality were assessed with an Agilent 2100 Bioanalyzer. The extracted RNA was used for both RNA-seq and RT-qPCR analyses. The experiments were performed in duplicate, independent experiments.

### RNA-seq and data analysis

RNA-seq analyses were conducted using RNA samples extracted from *G*. *sulfurreducens* biofilms [strains DL1 (wild-type) and Δ*gsu1771*]. Illumina sequencing was performed at the Unidad Universitaria de Secuenciación Masiva y Bioinformática (UUSMB; National Autonomous University of Mexico, Mexico). All RNA samples were processed as previously described [19,20]. Briefly, ribosomal RNA was removed using the Ribominus kit (Thermo Scientific) and cDNA libraries were constructed using the TruSeq Stranded mRNA kit (Illumina), after which they were purified using the Zymoclean Gel DNA Recovery Kit (Zymo Research). Finally, the libraries were sequenced on an Illumina NextSeq 500 sequencer and differential expression analysis was performed on the IDEAMEX web server (http://www.uusmb.unam.mx/ideamex/) [21] using the ‘edgeR’, ‘DESeq2’, ‘limma–voom’, and ‘NOISeq’ packages. Differentially expressed (DE) genes were defined as those having a *p*-value <0.01 and a Log2 fold change >1.5, and candidate genes were exclusively selected among the genes that were differentially expressed according to all four of the aforementioned analysis methods. Functional annotation of the DE genes was conducted using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [22] using a custom R script. RNA-seq transcriptome data were deposited in the NCBI Gene Expression Omnibus database under accession number GSE223184.

### GSU1771 protein purification

The pBAD/His-GSU1771 plasmid [14] was transformed into the *E*. *coli* MC1061 (S1 Table) strain and the expression of the 6his-GSU1771 protein was induced with 0.2% arabinose at 37°C for 4 h. The protein was purified under non-denaturing conditions using Ni-NTA resin (Qiagen) at 4°C according to the manufacturer’s instructions. The obtained 6his-GSU1771 purified protein was concentrated using Ultra 0.5 mL centrifugal filters (Amicon) and the elution buffer was replaced with storage buffer (HEPES 40 nM, KCl 50 mM, MgCl 8 mM). Protein concentrations were determined via the Bradford assay (Bio-Rad). The integrity and molecular mass of 6his-GSU1771 (approximately 28.46 kDa) were confirmed via SDS-PAGE.

### DNA gel mobility shift assay

Fragments of the regulatory regions of the *pgcA* (391-bp), *pulF* (191-bp), *gsu1771* (195-bp), *gsu3356* (200-bp), *omcM* (369-bp), and *omcB* (210-bp) genes were amplified through PCR using *G*. *sulfurreducens* genomic DNA and the corresponding oligonucleotide pairs listed in S1 Table. A 146-bp fragment corresponding to the intergenic region between *gsu1704* and *gsu1705* was used as a negative control. The PCR products were purified using the GeneJet PCR purification kit (Thermo Scientific). Binding assays were performed by mixing 100 ng of each PCR fragment and 100 ng of the control fragment at increasing concentrations (0.1, 0.25, 0.5, and 1.0 μM) of purified GSU1771 protein. The DNA-protein mix was incubated in 20 μl of binding buffer (40 mM HEPES, 8 mM MgCl_2_, 50 mM KCl, 1 mM DTT, 0.05% NP-40, and 0.1 mg/ml BSA) at 30°C for 30 min [20]. Afterward, the reactions were separated on a 6% polyacrylamide gel under native conditions in 0.5X TBE buffer. The gels were stained with ethidium bromide and visualized in a Gel Doc DZ imaging system (Bio-Rad).

### RT-qPCR

The expression of a selection of genes that were differentially expressed in the RNA-seq analysis was quantified by RT-qPCR. Total RNA from *G*. *sulfurreducens* biofilms was obtained as described above. cDNA was synthesized using the Revert Aid First Strand DNA Synthesis kit (Thermo Scientific) and the specific reverse oligonucleotides listed in S1 Table. RT-qPCR was then performed using the Maxima SYBR Green/ROX qPCR Master Mix (Thermo Scientific) on a Rotor-Gene® Q MDx instrument (Qiagen). The relative expression of the target genes was calculated with the Rotor-Gene Q Series Software using the 2^-ΔΔCT^ method. The expression of the *gsu2822* gene was used as an internal control. All reactions were performed in triplicate and their average values were calculated.

### Cytochrome *c* content and immunoblot analysis

Cell-free protein extracts from *G*. *sulfurreducens* biofilms were prepared as previously described [14]. Biofilm cells were resuspended in 200 μl of B-PER II Bacterial Protein Extraction Reagent (Thermo Scientific) and incubated for 15 minutes at room temperature. Cell debris and non-lysed cells were removed by centrifugation at 14,000 rpm for 5 min. Total protein content was quantified via the Bradford assay (Bio-Rad). Afterward, 30 μg of proteins were separated via 15% SDS-PAGE and heme groups were stained with 3,3′,5,5′-tetramethylbenzidine following standard procedures [23,24]. The same concentration of protein used in heme-staining was separated as a control-loading protein and observed by coomassie staining (S1 Fig). The SDS-PAGE gels were visualized using a Gel Doc DZ imager (Bio-Rad).

Next, immuno-detection of the PilA, OmcS, and OmcZ proteins was conducted using 1, 10, and 100 μg of protein extract from *G*. *sulfurreducens* biofilms, respectively. The proteins were separated via 15% SDS-PAGE and transferred to nitrocellulose membranes (Merck-Millipore). Western blot analyses were then conducted using PilA-, OmcS-, and OmcZ-specific rabbit polyclonal antibodies [25–27]. The membranes were blocked with 10% low-fat dry milk overnight at 4°C, after which they were thoroughly washed with PBST (PBS, 0.3% Tween) and PBS. The primary anti-PilA 1:1000, anti-OmcS 1:1000, and anti-OmcZ 1:500 antibodies in PBS-BSA 0.3% were then added and incubated overnight with gentle agitation at 4°C. The membranes were then washed once more and subsequently treated with alkaline phosphatase-coupled anti-rabbit IgG secondary antibodies (Invitrogen) at a 1:5000 dilution in PBS-BSA 0.3%, after which they were allowed to incubate overnight with gentle shaking at 4°C. Finally, the membranes were revealed with 1 ml BCIP/NBT solution (Sigma-Aldrich). The protein amount used for each western blot was observed by coomassie staining as a loading control (S1 Fig).

### Current production

The current production of each strain was compared in a two-chambered H-cell system with a continuous flow of acetate-containing medium (10 mM) as the electron donor and graphite stick anodes (65 cm^2^) poised at 60 mV versus Ag/AgCl as the electron acceptor. Once current production was initiated, the anode chamber received a steady input of fresh medium as described previously [7].

## Results and discussion

### Biofilm CLSM analysis on two different supports

Previous studies have demonstrated that the Δ*gsu1771* mutant strain forms a thicker and more structured biofilm on FTO electrodes compared with the wild-type biofilm strain [14]. To investigate whether the Δ*gsu1771* strain also produces thick and structured biofilms on different support materials, biofilms were grown on both non-conductive (glass) and conductive (graphite electrode) support materials, after which their structures and key parameters were characterized through CLSM coupled with the Comstat2 and Fiji software [17,18]. Fig 1 shows the CLSM images of the three-dimensional structures of the biofilms produced by the DL1 wild-type and Δ*gsu1771* strains at 48 h on the glass and graphite surfaces, respectively. The wild-type strain formed a thinner and more continuous biofilm on the glass support than on the graphite surface, where it formed smooth aggregates. In contrast, the Δ*gsu1771* strain formed a thicker and more structured biofilm on both support materials compared to the wild-type strain. Particularly, the biofilm produced by the mutant strain exhibited column-like structures with channels, as seen in the top-down view in Fig 1, which were not present in the wild-type strain. This morphology was consistent with that of a biofilm grown in FTO in a recent study conducted by our work group [14]. On the graphite support, the Δ*gsu1771* mutant strain exhibited similar growth patterns to those observed on glass. Column-like structures and channels were also observed, and the biofilm formed by the mutant strain grown on graphite was thinner than the biofilm formed on the glass surface (Table 1).

**Fig 1:**
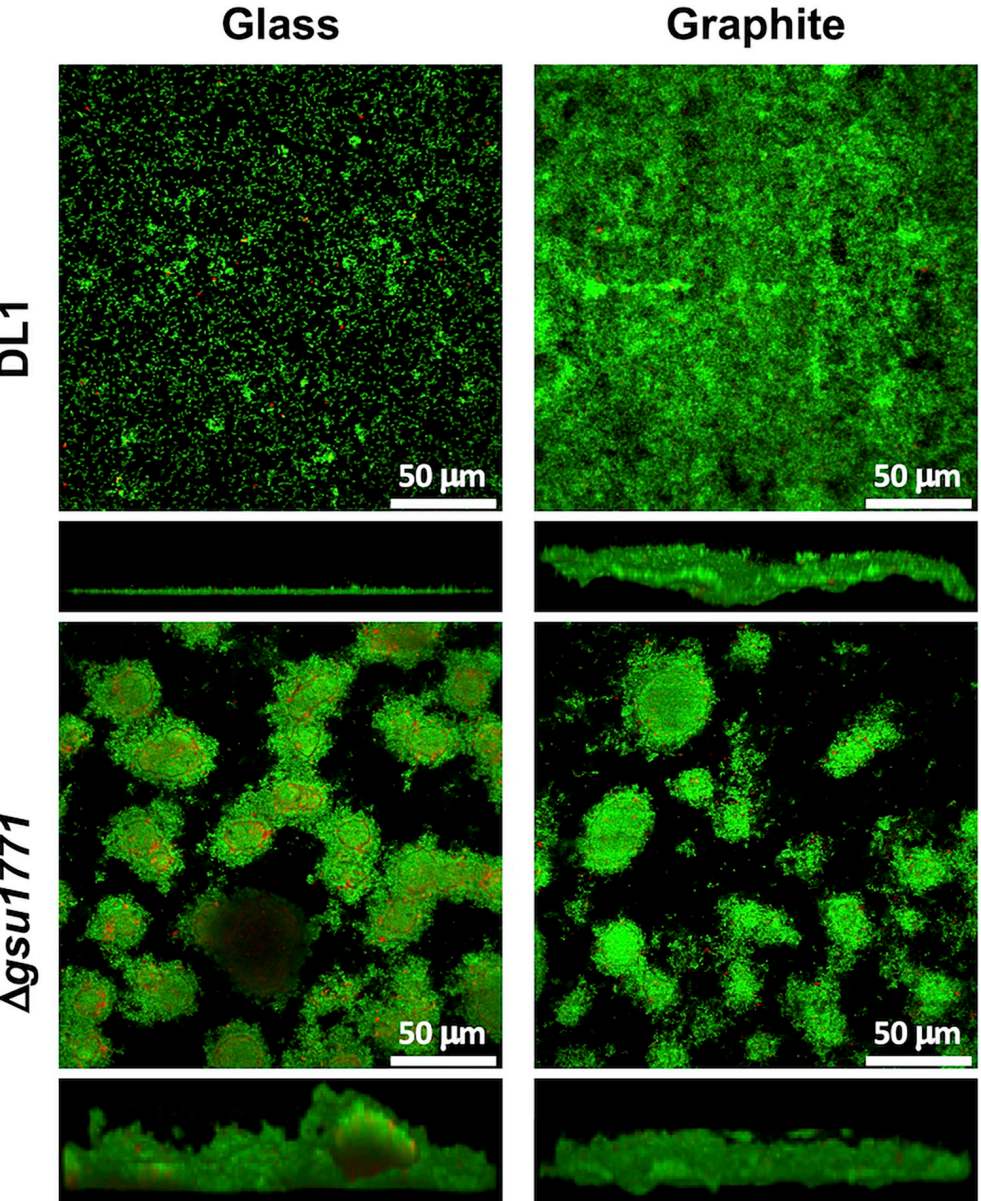
CLSM images of wild-type (DL1) and Δ*gsu1771* biofilms formed on glass and graphite supports in fumarate-containing medium. The top and bottom panels respectively illustrate the top and side view projections generated at 48 h of growth. Live and dead cells are indicated in green and red, respectively.

**Table 1:** Biofilm parameters quantified from CLSM image analysis.

	Strain			
	DL1 (48 h of growth)		Δ*gsu1771* (48 h of growth)	
	Glass	Graphite	Glass	Graphite
Thickness (μm)	13.2 ± 0.8	39.3 ± 2.2	58.8 ± 6.2	39.3 ± 6.4
Roughness coefficient	1.77 ± 0.07	1.86 ± 0.03	1.23 ± 0.06	1.98 ± 0.01
Cell viability (%)	97.3 ± 0.7	93.7 ± 0.4	79.5 ± 1.4	92.1 ± 0.7

All the parameter values correspond to the average of n > 2 samples and their corresponding standard error (±).

Table 1 shows the biofilm parameters measured through image analysis using the Comstat2 and Fiji software. The thickness of the wild-type biofilm on the graphite support was almost three times higher than that of the wild-type biofilm grown on the glass support. On graphite, the roughness coefficient was also higher than on glass, which was consistent with the observed morphology on the side view images. The roughness coefficient is a measure of the variability in the height of the biofilm [28]. High roughness values indicate higher heterogeneity in the biofilm surface. Therefore, given that graphite is not a completely smooth material, higher roughness values were expected in the biofilm samples grown on the graphite electrodes. Finally, the viability (i.e., live/death cell ratio) of the wild-type cells that formed biofilms on the glass surface was slightly higher than that of the cells grown on the graphite surface. As seen in the CLSM images, the Δ*gsu1771* biofilm was thicker than the wild-type biofilm, particularly on the glass supports, which is consistent with previous characterizations of this mutant [14]. The following sections provide evidence of the role of GSU1771 as a regulator of important genes involved in the formation of electroactive biofilms, which provides insights into the molecular mechanisms underlying the phenotypes observed through confocal microscopy.

### Differentially expressed genes in biofilm grown on glass

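RNA was taken from biofilms of DL1, the wild-type strain, and of Δ*gsu1771*, a DL1 strain with a *gsu1771* deletion, that grew at the glass bottom of culture flasks in NBAF medium (acetate and fumarate) at 25 °C for 48 h. The libraries were depleted of ribosomal RNA, kept the strand, and were sequenced on a NextSeq 500, with 2 replicates per strain. For 3419 genes, the authors deposited the reads counted on each gene in each library without normalization, the same counts divided by 1 size factor per library, and a DESeq2 comparison. The aligner, the counting tool and the genome build are not given in the sources used here, so no positions are given. The counts on genes came to 1338185 and 1203992 in the DL1 libraries and 2872834 and 2947414 in the Δ*gsu1771* libraries. Before the normalization described next, 1 CPM (counts scaled to a common library size) therefore stood for 1.2 to 2.95 counts. The raw counts were normalized with edgeR's TMM factors, which were 0.763 and 0.683 for DL1 and 1.39 and 1.38 for Δ*gsu1771*. The 3301 genes that passed edgeR's filter on low counts were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. DE genes had an adjusted p under 0.01 and an absolute Log2FC over 1.5, and Log2FC always gives Δ*gsu1771* over DL1. The standard error (SE) of a Log2FC was its size divided by the square root of the test's F value, and CPM are TMM-normalized means with their SD over 2 libraries. Across genes, log2 CPM correlated at 0.965 between the DL1 replicates and at 0.978 between the Δ*gsu1771* replicates, against at most 0.854 between libraries of different strains, although genes are not independent replicates. The biological coefficient of variation was 0.158. The deleted gene itself, GSU1771, had 46 and 33 counts in the DL1 libraries and 12 and 28 in those labelled Δ*gsu1771*, which was 4.95 ± 2.76 CPM in Δ*gsu1771* and 42.6 ± 3.50 CPM in the wild-type strain (Log2FC -3.09, SE 0.45, adjusted p = 3.22e-05). The libraries labelled Δ*gsu1771* therefore held reads on GSU1771, and the sources used here do not state which part of the gene was deleted. Leaving out each library in turn gave a Log2FC between -3.80 and -2.62. A fit without 1 library leaves 1 library in a group and fewer degrees of freedom. A call lost in such a fit, here and below, can therefore reflect lost power rather than a changed Log2FC. Errors and limits from counts cover counting error only.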

To characterize the GSU1771 regulon in *G*. *sulfurreducens* during biofilm formation on a glass surface, the transcriptional profile of this bacterium was examined through RNA-seq analysis. DE genes were defined as those having a *p*-value <0.01 and a Log2FC >1.5 according to all four of the different analysis methods selected in the IDEAMEX platform (edgeR, DESeq2, limma–voom, and NOISeq). 

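Of the 3301 genes tested, 543 were DE, or 16.4%. The number was 186 with glmTreat, which tests for a change beyond the fold change threshold, 884 with a Log2FC threshold of 1, and 997 with total counts in place of TMM, which shifted the median Log2FC of all genes by 0.94. edgeR's quasi-likelihood test, DESeq2 and limma-voom together called 466 genes in the same direction. NOISeq, the fourth tool the paper names, was not used here. The authors' DESeq2 table holds 508 genes past the same thresholds, and 504 of these were also DE with edgeR, all 504 in the same direction. With each library left out in turn, 425 to 555 genes were DE, and 339 of the 543 were called every time. On simulated counts with 200 changed genes drawn from these libraries' means, the same steps called 98% of the changed genes and no other gene among the 3300 tested. Every simulated change exceeded the Log2FC threshold, every gene had the same spread, and the means were averaged over both strains. The simulation therefore checks that the steps run correctly. It does not measure power or false calls in these data, where abundant genes took different shares in the strains.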

Based on these criteria, a total of 467 DE genes were identified (Fig 2A). After classifying the genes according to their LogFC values (positive or negative), 167 genes were upregulated and 300 were downregulated (Fig 2B) (S2 Table). 

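With TMM, 235 of the 543 DE genes were upregulated (43.3%) and 308 downregulated (56.7%). The split depended on the scaling. Upper-quartile factors gave 299 upregulated and 243 downregulated genes at a median shift of 0.18 in Log2FC, and total counts gave 902 and 95. All 235 genes upregulated with TMM were also called with total counts, but only 95 of the 308 downregulated genes. The 10 most abundant genes, among them the RNA genes *ssrA* and *rnpB*, took 37.7% and 41.4% of the counts in the DL1 libraries and 19.4% and 17.9% in the Δ*gsu1771* libraries. Every change on glass in the text is therefore relative to the TMM scaling. Total counts and upper-quartile factors raised the median Log2FC on glass, and looser thresholds cannot remove a call. A call kept under these alternatives is therefore no test of an increase on glass. The largest decreases belonged to GSU2585 (Log2FC -5.22, SE 0.21, adjusted p = 1.61e-10), GSU2584 (Log2FC -4.74, SE 0.22, adjusted p = 4.62e-10) and GSU0548 (Log2FC -4.65, SE 0.21, adjusted p = 4.19e-10), which kept their calls under every alternative and with each library left out. The 3 genes with the largest fitted increases had 0 counts in both DL1 libraries, so only a lower bound can be given. Against a floor of 3 counts over both DL1 libraries, GSU3560 was at least 9.38-fold higher in Δ*gsu1771*, GSU2129 at least 8.69-fold and GS_RS10695 at least 8.00-fold. GSU3560 was not DE without DL1 replicate 1, and GSU2129 and GS_RS10695 were not DE without either DL1 replicate.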

The DE genes were then classified into the following functional categories according to KEGG enrichment analysis: “energy metabolism and electron transport,” “carbohydrate metabolism,” “transport,” “regulatory functions and transcription,” “signal transduction,” “cell envelope,” “lipids metabolism,” “nucleotide metabolism,” “DNA/RNA metabolism,” “protein synthesis,” “proteolysis,” “metabolism of proteins and cofactors,” “unknown function,” and “others” (Fig 2B).

**Fig 2:**
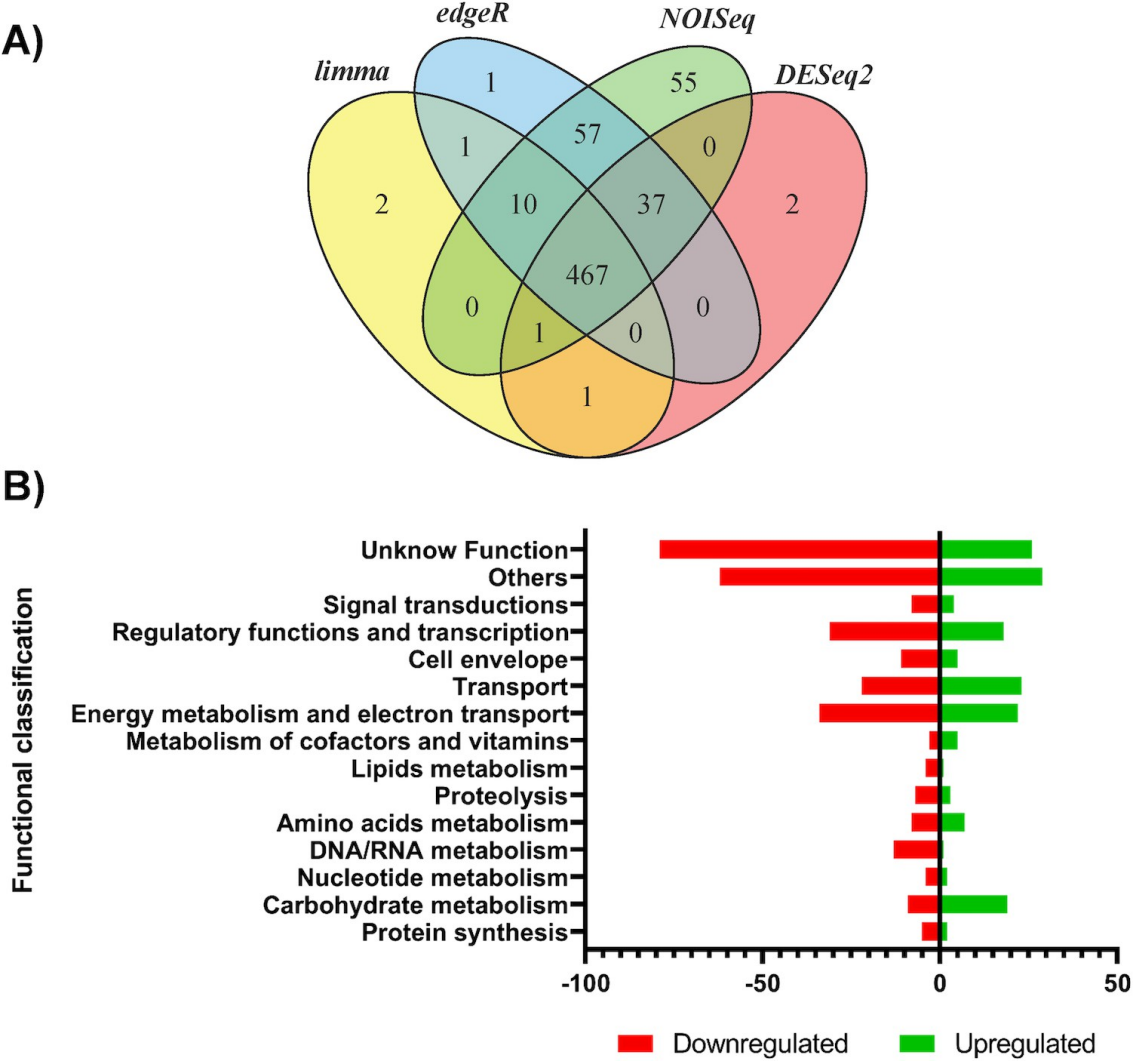
Differential gene expression in Δ*gsu1771* biofilm versus wild-type biofilm (DL1) grown in glass support. A) Venn diagram of DE genes identified using four different analysis methods. B) Functional overview of genes that were differentially expressed in the Δ*gsu1771* biofilm.

“Energy metabolism and electron transport” was the category with the most DE genes (11.9%), which was followed closely by “regulatory functions and transcription” (10.4%), “transport” (9.6%), and “carbohydrate metabolism” (6%). Importantly, some of the DE genes in these functional categories are known to play important roles in biofilm formation and EET [7,9,10,29,30].

### Gene expression confirmation of selected genes with RT-qPCR

To validate the results obtained by the RNA-seq approach from biofilms grown in glass, RT-qPCR analyses were conducted on a selection of target genes. The selected genes encoded proteins involved in carbohydrate metabolism (*gsu1979* and *acnA*), energy metabolism and electron transport (*hybA*, *pgcA*, *omcM*, *ppcD*, and *pilA*), regulatory functions (*gnfK*, *gsu2507*, and *csrA*), transport (*dcuB* and *gsu0972*), lipid metabolism (*gsu0490*), amino acid metabolism (*gsu3142*), metabolism of cofactors and vitamins (*gsu1706*), cell envelope (*gsu0810*), and signal transduction (*gsu3356*) (Table 2). As expected, our RT-qPCR analyses confirmed the upregulation of *gsu1979*, *gsu0972*, *hybA*, *pgcA*, *omcM*, *gsu3142*, *gsu1706*, *gsu0941*, and *gsu2507*, as well as the downregulation of *dcuB*, *pilA*, *gsu0490*, *gsu0810*, *acnA*, *ppcD*, *csrA*, and *gsu3356* observed in Δ*gsu1771* during biofilm formation according to our RNA-seq analyses. Moreover, although the RNA-seq and RT-qPCR data exhibited differences in expression levels, both datasets showed the same regulation trends.

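In the RNA-seq libraries, all 9 genes that Table 2 lists as upregulated were DE and higher in Δ*gsu1771*, with Log2FC from 2.05 for *pgcA* (GSU1761) to 3.24 for GSU3142, apart from *omcM*. All 8 listed as downregulated were DE and lower, from -3.65 for *csrA* (GSU3041) to -2.00 for GSU0846. The study selected the genes of Table 2 from its calls in these libraries, so these counts are not independent evidence. The scalings moved the median Log2FC of all genes by at most 0.94, less than the change of any gene listed, so they could not reverse a direction. With total counts, 4 of the 8 downregulated genes were not DE. The 8 downregulated genes kept their calls with each library left out. Of the 9 upregulated genes, 6 did so. *omcM* (GSU2294) was not DE without DL1 replicate 1 (adjusted p = 0.0137), and GSU0941 was not DE with limma-voom (adjusted p = 0.0790). GSU0941 (Log2FC 3.03) was not DE without DL1 replicate 1. GSU1979 (Log2FC 1.49) and GSU0941 (Log2FC 3.34) were not DE without DL1 replicate 2. GSU0941 had 984 and 210 counts in the Δ*gsu1771* libraries, and its Log2FC was 1.66 without Δ*gsu1771* replicate 1, against 3.18 with all libraries. The reference gene of the RT-qPCR assays, GSU2822, had 82 and 70 counts in the DL1 libraries and 627 and 79 in the Δ*gsu1771* libraries (Log2FC 0.09, SE 0.57, adjusted p = 0.912), so its Δ*gsu1771* replicates differed far more than its DL1 replicates. Without Δ*gsu1771* replicate 1 its Log2FC was -2.08, and the gene was then DE.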

**Table 2:** RT-qPCR validation of differentially expressed genes elucidated by RNA-seq.

Locus ID	Name	Functional Annotation	Definition	Average n-fold change	Avg Δ*gsu1771*/Avg DL1
*gsu1979*	*epsH*	Carbohydrate metabolism	exopolysaccharide synthesis membrane protein H (exosortase)	2.116	98.87
*gsu0972*	*-*	Transport	ATPase, AAA family / ABC transporter signature motif	2.196	10.19
*gsu0783*	*hybA*	Energy metabolism and electron transport	periplasmically oriented, membrane-bound [NiFe]-hydrogenase iron-sulfur cluster-binding subunit	2.256	27.58
*gsu1761*	*pgcA*	Energy metabolism and electron transport	lipoprotein cytochrome c	2.029	22.5
*gsu2294*	*omcM*	Energy metabolism and electron transport	Outer membrane cytochrome c	5.309	67.18
*gsu3142*	*aroG*	Amino acids metabolism	3-deoxy-D-arabino-heptulosonate 7-phosphate synthase	3.227	36.5
*gsu1706*	*panC*	Metabolism of cofactors and vitamins	pantoate—beta-alanine ligase	2.134	13.9
*gsu0941*	*gnfK*	Regulatory functions and transcription	sensor histidine kinase	3.151	20.81
*gsu2507*	*-*	Regulatory functions and transcription	sensor histidine kinase, Cache_1 and HAMP domain-containing	2.054	5.97
*gsu0846*	*acnA*	Carbohydrate metabolism	aconitate hydratase 1	-2.019	0.96
*gsu0490*	*ato-I*	Lipid metabolism	succinyl:acetate coenzyme A transferase / Acyl-CoA hydrolase	-2.423	0.89
*gsu0810*	*-*	Cell envelope	Proteína de membrana externa con Dominio OMP_b-brl y OmpA	-2.922	0.5
*gsu2751*	*dcuB*	Transport	anaerobic C4-dicarboxylate antiporter, Dcu family	-2.606	0.69
*gsu1496*	*pilA*	Energy metabolism and electron transport	geopilin domain 1 protein	-2.137	0.46
*gsu1024*	*ppcD*	Energy metabolism and electron transport	cytochrome c	-3.095	0.3
*gsu3041*	*csrA*	Regulatory functions and transcription	RNA-binding protein CsrA	-3.696	0.43
*gsu3356*	*-*	Signal transduction	diguanylate cyclase, HAMP domain-containing	-2.074	0.74

### Expression of *c*-type cytochromes and PilA

Given their critical role in direct EET, *c-*type cytochromes had been extensively studied in *G*. *sulfurreducens* [3]. 

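All 14 *c*-type cytochrome genes that S2 Table and the text name for glass were DE, 6 higher and 8 lower in Δ*gsu1771*. Adjusted over the list alone, the same numbers of 6 and 8 were called, which is not independent evidence because the study chose the genes from these libraries. With glmTreat, which tests for a Log2FC beyond 1.5 itself, 4 of the 6 and 4 of the 8 were no longer called. Of the 8 lower genes, 4 were not DE with total counts and 2 not with upper-quartile factors. No scaling could reverse the direction of any of the 14, because none moved the median Log2FC by more than 0.94.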

According to our transcriptome analyses, 14 genes encoding *c*-type cytochromes involved in energy metabolism and electron transport were differentially expressed (6 upregulated and 8 downregulated) (S2 Table).

The *c-*type cytochromes upregulated in the Δ*gsu1771* strain included *omcM*, *gsu2808*, *pgcA*, *gsu2495*, *gsu3615*, and *gsu2937*. Among these, *omcM* and *gsu2808* are also expressed during Fe(III) and Pd(II) reduction [3], whereas *gsu2937* also is expressed during Pd(II) reduction [19]. Additionally, *pgcA* codifies an extracellular cytochrome necessary for the reduction of Fe(III) and Mn(IV) oxides [31]. 

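Among the upregulated cytochrome genes, *pgcA* (GSU1761) had 633 ± 111 CPM in Δ*gsu1771* and 153 ± 26.7 CPM in the wild-type strain (Log2FC 2.05, SE 0.20, adjusted p = 4.21e-07). GSU3615 showed 78.2 ± 5.26 CPM in Δ*gsu1771* and 12.6 ± 1.14 CPM in the wild-type strain (Log2FC 2.64, SE 0.32, adjusted p = 4.28e-06). The Log2FC was 1.75 for GSU2808, 1.59 for GSU2495 and 1.60 for GSU2937, with SE of 0.21, 0.22 and 0.17. The gene *omcM* (GSU2294) had 0 and 1 counts in the DL1 libraries and 69 and 108 in the Δ*gsu1771* libraries, a ratio of 40.5 with an exact 95% counting interval from 7.17 to 1608. GSU2495 (Log2FC 1.39) was not DE without Δ*gsu1771* replicate 1. GSU2808 (Log2FC 1.43) was not DE without Δ*gsu1771* replicate 2. GSU2294 (adjusted p = 0.0137) and GSU2495 (Log2FC 1.44) were not DE without DL1 replicate 1.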

A recent study reported the potential involvement of PgcA in periplasmic electron transfer [32]. Furthermore, *gsu2495* encodes a periplasmic cytochrome that is upregulated in an *omcB*-deficient strain in the presence of Fe(III) oxide, whereas *gsu3615* is upregulated in the presence of acetate as an electron donor [33]. Finally, *gsu2937* encodes a periplasmic *c*-type cytochrome, which is upregulated during Pd(II) reduction and is possibly involved in selenite and tellurite reduction [19,34].

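The 8 cytochrome genes that were lower on glass lay between a Log2FC of -3.08 for *ppcD* (GSU1024) and -1.59 for *imcH* (GSU3259). For *ppcD* the libraries held 294 ± 71.8 CPM in Δ*gsu1771* and 2482 ± 536 CPM in the wild-type strain (SE 0.23, adjusted p = 2.41e-08). The gene *macA* (GSU0466) had 288 ± 10.1 CPM in Δ*gsu1771* and 1606 ± 24.1 CPM in the wild-type strain (Log2FC -2.48, SE 0.18, adjusted p = 1.83e-08). The other Log2FC were -2.76 for GSU1740, -2.62 for GSU0068, -1.95 for GSU2811, -1.91 for GSU2743 and -1.62 for GSU2724. With total counts, GSU2811, GSU2743, GSU2724 and *imcH* were not DE. GSU2724 (Log2FC -1.45) was not DE without DL1 replicate 1. The fall was smaller on the electrode, or absent, for *ppcD* (GSU1024), *macA* (GSU0466), GSU2811, GSU2743, GSU1740 and *imcH* (GSU3259), for which the test of strain by support, fitted on all 8 libraries, passed the same thresholds.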

The *c*-type cytochromes downregulated in the Δ*gsu1771* strain were *macA*, *ppcD*, *gsu0068*, *gsu2811*, *gsu2743*, *gsu1740*, *gsu3259*, and *gsu2724*. MacA is an inner membrane cytochrome that participates in the reduction of Fe(III) and U(VI) oxides and forms a complex with PpcA [35–37]. PpcD is a tri-heme cytochrome involved in Fe(III) reduction and its expression increases during fumarate reduction using a graphite electrode as an electron donor [3,35,38]. Additionally, genetic studies have shown that *gsu0068* is important for insoluble Fe(III) reduction [3]. On the other hand, *gsu2811* is abundant in co-cultures of *Syntrophobacter fumaroxidans and G*. *sulfurreducens* compared to pure *G*. *sulfurreducens* cultures, as well as when the bacteria are grown in the presence of hydrogen as an electron donor [33,39]. The GSU2743 and GSU1740 cytochromes are abundantly expressed when formate is used as an electron donor and their expression is upregulated during fumarate reduction [33,40]. Moreover, the expression of *gsu2743* decreases in outer biofilms versus inner biofilms grown on a graphite anode that produces current [41]. GSU3259 (*imcH*) is an inner membrane cytochrome required for the reduction of electron acceptors with reduction potentials above −100 mV. Mutations in *imcH* have been reported to inhibit the reduction of Fe(III) citrate and Mn(IV) oxides [42]. GSU2724 is upregulated in the presence of formate and hydrogen as donor electrons [33]. Moreover, the transcript abundance of *gsu2724* increases during growth on Fe(III) and Mn(IV) oxide compared with growth on Fe(III) citrate, and the deletion of this gene impairs growth on Fe(III) oxide [3].

In a recent study, we reported increases in the total content of *c*-type cytochromes in planktonic cells of the Δ*gsu1771* strain grown in NBAF medium [14]. To determine whether this increase in *c*-type cytochromes was conserved in biofilms of the Δ*gsu1771* strain, the total content of *c*-type cytochromes was determined by SDS-PAGE and heme staining. As illustrated in Fig 3A, the whole-cell protein extracted from the Δ*gsu1771* biofilm exhibited an increase in the abundance of *c*-type cytochromes compared to the DL1 biofilm. 

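The transcript of *omcS* (GSU2504) was higher in Δ*gsu1771* on glass by a Log2FC of 1.34 (SE 0.18, adjusted p = 1.62e-05), which is under the fold change threshold. It had 2237 ± 296 CPM in Δ*gsu1771* and 884 ± 17.7 CPM in the wild-type strain, and both Δ*gsu1771* libraries lay above both DL1 libraries. It was called DE in 3 of 15 alternatives, with total counts, with upper-quartile factors and with a Log2FC threshold of 1. The cytochrome gene *omcB* (GSU2737) had a Log2FC of 0.18 (SE 0.19, adjusted p = 0.471) and was called in none of the 15. No source used here pairs *omcZ* with a locus tag of the deposited tables, so its counts are not analysed here.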

Although the *omcS* and *omcZ* genes were not differentially expressed in the Δ*gsu1771* strain according to our RNA-seq analyses, western blot analyses were conducted to assess whether there were differences in their expression at the protein level. Our findings indicated that the OmcS and OmcZ cytochromes were upregulated in the Δ*gsu1771* biofilm compared to DL1. This included the active form of OmcZ (OmcZ_S_), which is obtained through the post-translational processing of OmcZ_L_ by OzpA, an enzyme that was also found to be upregulated in our RNA-seq analyses (Fig 3B and 3C, S2 Table) [43,44].

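Transcripts of *ozpA* (GSU2075) came to 191 ± 4.80 CPM in Δ*gsu1771* and 42.6 ± 10.4 CPM in the wild-type strain (Log2FC 2.15, SE 0.22, adjusted p = 8.69e-07). The gene kept its call with each library left out, at a Log2FC between 1.93 and 2.44. The difference between the supports, electrode minus glass, was -1.83 (SE 0.32, adjusted p = 0.00211).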

**Fig 3:**
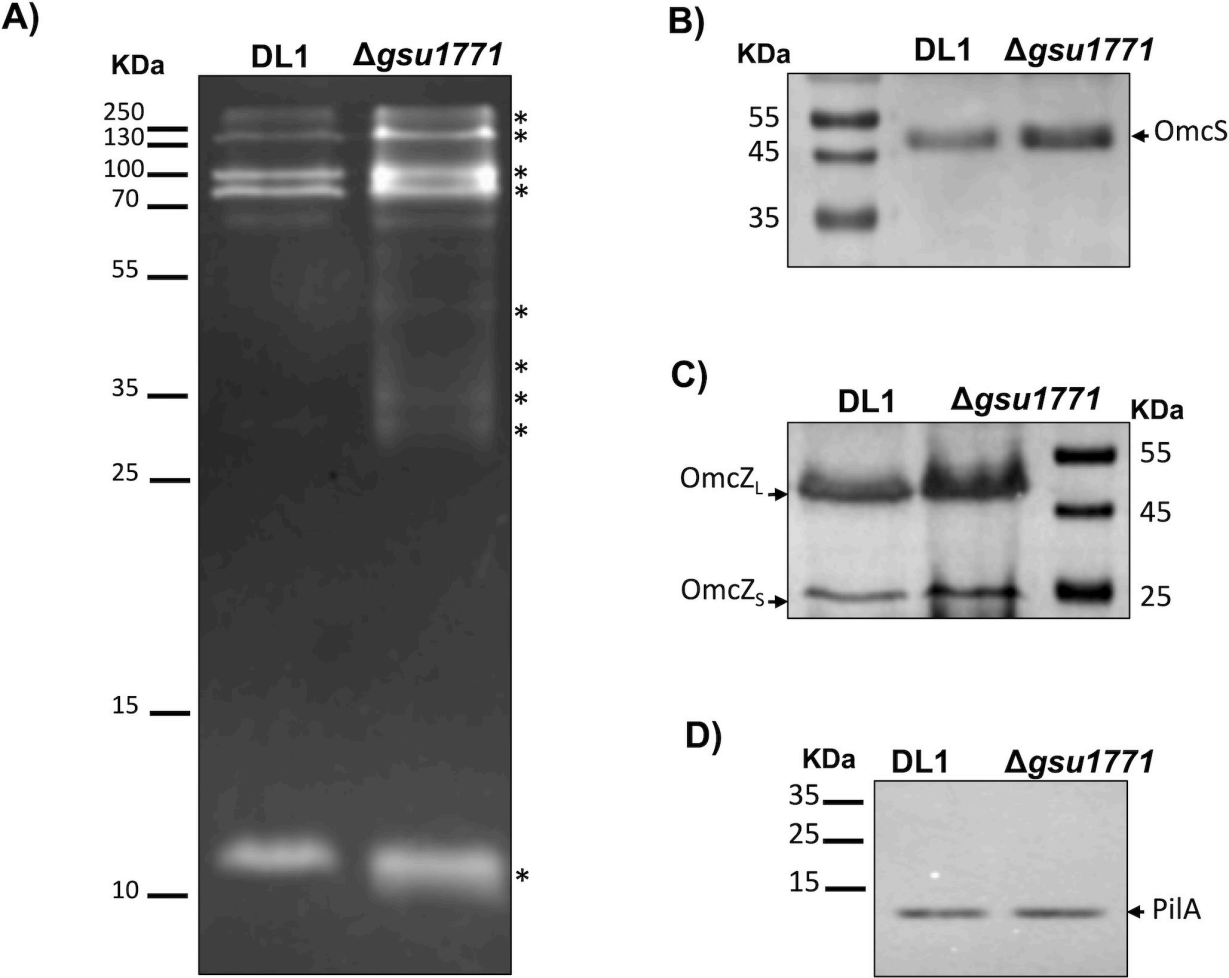
Expression of *c-*type cytochromes and PilA content in Δ*gsu1771* and wild-type biofilms. A) SDS-heme staining from whole biofilm extracts. The asterisks indicate the major *c*-type cytochromes in the Δ*gsu1771* biofilm. Western blot analysis of OmcS (B), OmcZ (C), and PilA (D) in biofilms. Heme-staining and western blot analysis are representatives of several replicates.

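The gene *pilA* (GSU1496) had 461 ± 157 CPM in Δ*gsu1771* and 2005 ± 553 CPM in the wild-type strain (Log2FC -2.12, SE 0.24, adjusted p = 2.66e-06). Its raw counts were 1647 and 1970 in the DL1 libraries and 1400 and 2319 in the larger Δ*gsu1771* libraries. The decrease was called DE with each library left out, but not with total counts, where its Log2FC was -1.17, and not with glmTreat.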

Surprisingly, the *pilA* gene was downregulated in the Δ*gsu1771* biofilm according to our RNA-seq analyses, which was contrary to its expression pattern during planktonic growth and Fe(III) reduction [12,14]. Therefore, immunodetection of the PilA protein was conducted to confirm whether its expression was correlated with that of the *pilA* transcript. As illustrated in Fig 3D, the content of PilA was similar in both the DLI and Δ*gsu1771* biofilms, suggesting the involvement of an unknown post-transcriptional regulatory mechanism that promotes the translation of PilA and other proteins such as OmcS and OmcZ in the Δ*gsu1771* biofilm.

### DE genes involved in exopolysaccharide production

Exopolysaccharides are essential components of the extracellular matrix of bacterial biofilms [45]. Previous studies in *G*. *sulfurreducens* have characterized the expression of the *xapD* (*gsu1501*) gene, which belongs to an ABC transporter-dependent exopolysaccharide production pathway, to investigate the role of exopolysaccharides in electroconductive biofilms. Exopolysaccharides promote the adherence between cells and abiotic surfaces, in addition to enabling the anchoring of *c*-type cytochromes in the extracellular matrix [9–11]. However, additional studies are needed to gain more insights into the role of the exopolysaccharides in the formation of electroconductive biofilms by *G*. *sulfurreducens*. RNA-seq analysis revealed a cluster of upregulated genes related to exopolysaccharide synthesis in the Δ*gsu1771* strain (S2 Table). 

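The deposited glass table holds 36 genes with locus tags from GSU1952 to GSU1987, the region drawn from S2 Table. All 36 had a positive Log2FC on glass, with a median of 2.05, and 31 of them were DE, all upregulated. A gene set test with limma's camera at its preset correlation of 0.01 gave an adjusted p of 2.73e-13 over 24 tests, which covered 12 sets on both supports. Since the region was chosen from the study's own table of these libraries, this is not independent evidence. Of the 15 tests with an adjusted p under 0.01 in camera, 7 were also under 0.01 in the rotation test fry and 13 were under 0.05, and none was under 0.01 or 0.05 in camera with the correlation estimated per set. The exopolysaccharide region on glass was among the 7, with an adjusted p of 0.00453 in fry. On the electrode the same 36 genes had a median Log2FC of 0.64, 33 of 36 were higher (adjusted p = 2.38e-06 in camera and 0.0601 in fry) and 1 was DE, GSU1959. The 15 genes of this group that the text names, GSU0991 outside the region included, were all DE on glass, with Log2FC from 1.66 for GSU1952 to 3.02 for GSU1958. Of the 15, 13 kept their calls with each library left out. GSU1952 (Log2FC 1.38) and GSU1979 (Log2FC 1.49) were not DE without DL1 replicate 2. The test of strain by support passed the thresholds for 6 of the 15, all with a smaller increase on the electrode.

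**Figure D1:**
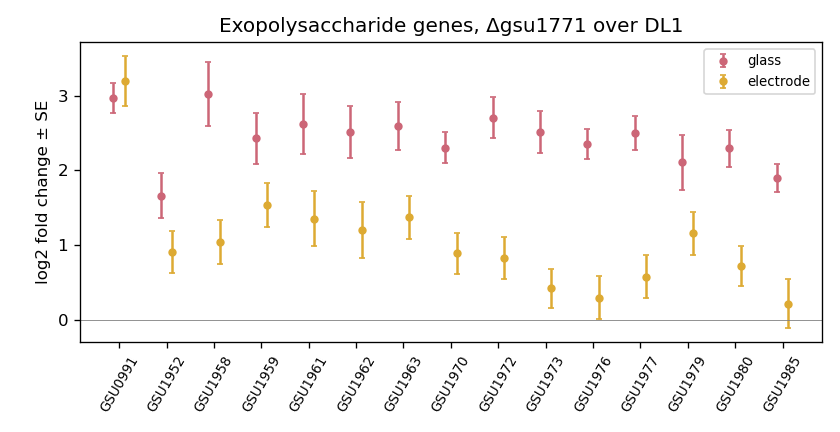
Log2FC of Δ*gsu1771* over DL1 for the 15 exopolysaccharide genes named in the text, on glass (red) and on the electrode (yellow), with the standard error as bars and 2 libraries per strain and support. All 15 lie above 1.5 on glass, and GSU0991 and GSU1959 are also DE on the electrode.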

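GSU1963 had 86.0 ± 7.61 CPM in Δ*gsu1771* and 14.5 ± 5.28 CPM in the wild-type strain (Log2FC 2.59, SE 0.32, adjusted p = 5.65e-06). Its raw counts were 11 and 15 in the DL1 libraries and 366 and 327 in the Δ*gsu1771* libraries, and it kept its call under all 15 alternatives.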

Among this cluster of genes, *gsu1963* encodes a putative flippase, which is an essential protein in Wzx/Wzy-dependent exopolysaccharide synthesis pathways. 

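For the genes GSU1959, GSU1961, GSU1962, GSU1976, GSU1977 and GSU1952, the Log2FC on glass was 2.43, 2.62, 2.51, 2.35, 2.50 and 1.66, in that order, with SE from 0.20 to 0.40. GSU0991 had 297 ± 0.00466 CPM in Δ*gsu1771* and 38.1 ± 1.19 CPM in the wild-type strain (Log2FC 2.97, SE 0.20, adjusted p = 1.27e-08). Except for GSU1976, GSU1977 and GSU0991, each of these genes had at most 30 counts in either DL1 library, which limits the precision of their ratios.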

The aforementioned gene cluster also included the *gsu1959*, *gsu1961*-*62*, *gsu1976*-*77*, *gsu1952*, and *gsu0991* genes, which encode putative glycosyltransferases that are essential for exopolysaccharide synthesis in bacteria [46]. The *gsu1985* and *epsH* genes were also identified within this cluster. Among them, *gsu1985* is a homolog to *epsE* of *Methylobacillus* sp. strain 12S, which encodes a polysaccharide co-polymerase enzyme (PCP) that participates in the synthesis of the polysaccharide methanolan in a Wzx/Wzy-dependent pathway. *epsH*, a member of the exosortase family of proteins, might also participate in methanolan synthesis. However, its specific role in this process remains unknown [47]. In addition to polysaccharide synthesis, EpsH might also be involved in protein export sorting [48].

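The gene *epsH* (GSU1979) had 35 and 7 counts in the DL1 libraries and 397 and 380 in the Δ*gsu1771* libraries (Log2FC 2.11, SE 0.37, adjusted p = 0.000186). The DL1 replicates differed, and the Log2FC ranged from 1.49 to 3.50 as each library was left out, the higher value without DL1 replicate 1. GSU1985 had 376 ± 43.3 CPM in Δ*gsu1771* and 100 ± 16.2 CPM in the wild-type strain (Log2FC 1.90, SE 0.19, adjusted p = 6.22e-07).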

Other genes related to exopolysaccharide synthesis that were upregulated in the Δ*gsu1771* strain included *neuB*, *gsu1972*, and *gsu1973*, which could be involved in the synthesis of sialic acid. These sugars have been mainly studied due to their role in concealing or masking pathogenic bacteria to avoid detection by the host’s immune system [49]. 

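The Log2FC of *neuB* (GSU1970) was 2.31 (SE 0.21, adjusted p = 1.89e-07), with 226 ± 15.4 CPM in Δ*gsu1771* and 46.0 ± 5.46 CPM in the wild-type strain. GSU1972 and GSU1973 rose by a Log2FC of 2.71 (SE 0.27) and 2.52 (SE 0.28). All 3 genes kept their calls under all 15 alternatives and with each library left out. Among the 15, the looser thresholds, total counts and upper-quartile factors were no test of these increases.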

Although the role of sialic acids in nonpathogenic bacteria is poorly understood, a recent study demonstrated that *neuB* mutation negatively affects biofilm formation, suggesting that sialic acid production could play an important role in the generation of biofilms by *G*. *sulfurreducens* [50].

The *gsu1958* and *gsu1980* genes, which encode putative polysaccharide deacetylase proteins, were upregulated in the Δ*gsu1771* strain. 

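GSU1958 had 4 and 8 counts in the DL1 libraries, with 53.7 ± 0.301 CPM in Δ*gsu1771* and 6.82 ± 4.11 CPM in the wild-type strain (SE 0.42, adjusted p = 2.09e-05), and its Log2FC lay between 2.46 and 3.77 as each library was left out. GSU1980 had 134 ± 4.25 CPM in Δ*gsu1771* and 27.3 ± 2.62 CPM in the wild-type strain (Log2FC 2.29, SE 0.25, adjusted p = 1.17e-06). The paper proposes that these genes could belong to a pathway of exopolysaccharide synthesis that has not been characterized.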

In *E*. *coli*, *Pseudomonas aeruginosa*, *Klebsiella pneumoniae*, and *Yersinia pestis*, deacetylation is a crucial step for polysaccharide maturation and correct positioning in the cell wall. However, in *G*. *sulfurreducens*, the role of acetylation in exopolysaccharide maturation remains unknown [51]. All of the above-described genes could thus belong to an uncharacterized pathway of exopolysaccharide synthesis in *G*. *sulfurreducens*, where exopolysaccharide modifications such as the addition of sialic acids and deacetylation are important contributors to electroactive biofilm formation [51].

### DE genes involved in transmembrane transport

Another functional category with a large number of differentially expressed genes in Δ*gsu1771* biofilm was “transport” (S2 Table). Among the upregulated genes in this category, the *pulGPQF* genes encode the proteins necessary to form a type II secretion system, which in turn is required for the secretion of proteins critical for Fe(III) and Mn(IV) reduction such as OmpB [52].

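All 4 *pul* genes were DE on glass. The Log2FC was 2.15 for *pulG* (GSU1777), 2.30 for *pulP* (GSU1779), 1.61 for *pulQ* (GSU1778) and 1.79 for *pulF* (GSU1784), with SE of 0.39, 0.43, 0.19 and 0.27. In the DL1 libraries, *pulG* had 9 and 9 counts and *pulP* 7 and 6, so these ratios rest on few counts. GSU1777 (Log2FC 1.99), GSU1779 (Log2FC 2.25) and GSU1784 (Log2FC 1.43) were not DE without DL1 replicate 1. With glmTreat, none of the 4 was called. The 11 genes from GSU1774 to GSU1784 all had a positive Log2FC, with a median of 1.49 (adjusted p = 4.03e-05 in camera and 0.0168 in fry).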

Additionally, we detected DE genes that encode subunits of the RND superfamily of transporters. RND transporters function as major drug efflux pumps in many gram-negative bacteria [53]. In the Δ*gsu1771* biofilm, the *gsu2135* and *gsu2136* genes were upregulated and encoded two of the three subunits of the RND-superfamily CzcABC transporter. 

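GSU2135 had 17 and 32 counts in the DL1 libraries and 468 and 691 in the Δ*gsu1771* libraries (Log2FC 2.41, SE 0.32, adjusted p = 1.33e-05). GSU2136 had 5 and 3 against 162 and 323 (Log2FC 3.78, SE 0.50, adjusted p = 1.26e-05), and it was not called by limma-voom, whose Log2FC was 3.56 (adjusted p = 0.0111). GSU2135 was called by all 3 tools.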

In *G*. *sulfurreducens*, CzcABZ transporters are implicated in the export of metals from the periplasm across the outer membrane and play a relevant role in Co(II) detoxification [54]. In contrast, the *gsu1330*-*32* genes, which also encode an RND transporter, were downregulated in the Δ*gsu1771* biofilm [54].

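The Log2FC was -2.14 for GSU1330, -2.26 for GSU1331 and -2.02 for GSU1332, with SE of 0.17, 0.17 and 0.18. GSU1331 had 269 ± 1.86 CPM in Δ*gsu1771* and 1288 ± 10.2 CPM in the wild-type strain (adjusted p = 3.53e-08). All 3 kept their calls with each library left out, but none was DE with total counts, where the Log2FC was -1.20, -1.32 and -1.09.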

ABC transporters are involved in the export and import of a wide range of molecules, such as the export of exopolysaccharides across the periplasm and through the outer membrane [55]. In the Δ*gsu1771* biofilm, we identified upregulation of the *lptFG* (*gsu1922-23*) genes, which are homologs to subunits of the ABC-transporter Lpt complex of *E*. *coli* [56]. 

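The gene *lptF* (GSU1922) had 71.8 ± 6.60 CPM in Δ*gsu1771* and 21.2 ± 0.927 CPM in the wild-type strain (Log2FC 1.76, SE 0.29, adjusted p = 0.000118), and *lptG* (GSU1923) had 130 ± 8.53 CPM in Δ*gsu1771* and 41.0 ± 9.87 CPM in the wild-type strain (Log2FC 1.65, SE 0.24, adjusted p = 3.05e-05). GSU1923 (Log2FC 1.44) was not DE without DL1 replicate 2.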

Previous studies have also reported the upregulation of ABC-transporters in *G*. *sulfurreducens* MFCs, suggesting that the transport of extracellular matrix components plays an important role in electroactive biofilm formation [7,30]. Furthermore, the upregulation of genes that encode transport systems putatively involved in the export of exopolysaccharides in the Δ*gsu1771* biofilm was consistent with the previously reported increase in the content of exopolysaccharides in this strain [14].

### Genes for regulation and signal transduction

Another functional category that contained a large number of DE genes in Δ*gsu1771* biofilm was “regulatory function and transcription” (S2 Table). Some of the genes in this functional category encoded two-component systems (TCSs). These TCSs consist of a histidine kinase (HK) that activates a response regulator (RR) by phosphotransfer, with the RR typically being a transcriptional regulator [57]. A total of 90 HKs and 93 RRs are encoded in the genome of *G*. *sulfurreducens*. Some of these RRs have been identified as enhancer-binding proteins (EBP). However, most of the TCSs in *G*. *sulfurreducens* have not been characterized [58]. In the present study, among the DE genes identified in Δ*gsu1771* biofilm via RNA-seq analysis, 12 were HKs (7 upregulated and 6 downregulated) and 9 were RRs (3 upregulated and 6 downregulated).

Among the upregulated genes identified in our study, *gsu0470* encodes a sigma-54 dependent RR that shares 45.41% of identity with Nla6 from *Myxococcus xanthus* DK1622. 

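GSU0470 had 23 and 11 counts in the DL1 libraries and 411 and 381 in the Δ*gsu1771* libraries (Log2FC 2.42, SE 0.30, adjusted p = 4.97e-06).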

In *M*. *xanthus*, Nla6 is a key regulator of sporulation and the development of fruiting bodies [59]. Additionally, the *gsu0470-71* genes were upregulated in the Δ*gsu1771* biofilm. These genes encode a putative RR and HK respectively, which are homologs to the TCS ZraS/ZraR genes of *E*. *coli* and whose function is to activate the expression of genes in response to stress [60]. 

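For GSU0471 the counts were 14 and 7 in DL1 and 233 and 307 in Δ*gsu1771* (Log2FC 2.56, SE 0.36, adjusted p = 2.01e-05). Both GSU0470 and GSU0471 kept their calls with each library left out, and neither was called with glmTreat.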

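The gene *kdpE* (GSU2484) had 125 ± 1.46 CPM in Δ*gsu1771* and 1158 ± 41.1 CPM in the wild-type strain (Log2FC -3.22, SE 0.18, adjusted p = 3.26e-09), and *kdpD* (GSU2483) had 263 ± 16.3 CPM in Δ*gsu1771* and 1162 ± 35.1 CPM in the wild-type strain (Log2FC -2.14, SE 0.17, adjusted p = 5.84e-08). Both were DE with each library left out. With total counts *kdpE* was DE and *kdpD* was not (Log2FC -1.21).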

Among the downregulated TCS genes, *kdpD*/*kdpE* (*gsu2483* and *gsu2484*) are homologs to the KdpD/KpdE system of *E*. *coli* that regulates the *kdpFACB* operon in response to potassium limitation or salt stress [61]. 

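The Log2FC of *kdpA* (GSU2480), *kdpB* (GSU2481) and *kdpC* (GSU2482) was -2.38, -2.21 and -2.07, with SE of 0.18, 0.17 and 0.18. All 3 genes were DE with each library left out and none was DE with total counts. The set of 5 *kdp* genes had an adjusted p of 0.000179 in camera. No correlation between the regulator and the transporter genes was computed, because the 4 glass libraries fall into 2 clusters by strain.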

The decrease in the transcription of the *kdpD*/*kdpE* system was correlated with the decrease in the transcription of the *kdpABC* genes that code for the putative potassium-transporting ATPase complex, suggesting that this regulatory mechanism was conserved in *G*. *sulfurreducens* (S2 Table).

Cyclic diguanylate (c-di-GMP) is an important second messenger in bacteria, which modulates many physiological processes including biofilm formation. This molecule is synthesized by enzymes containing the GGDEF domain known as diguanylate cyclases (DGCs) and is degraded by phosphodiesterase enzymes [62]. The genome of *G*. *sulfurreducens* harbors 29 genes that encode diguanylate cyclases. However, only a few have been characterized [5]. 

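The 6 putative diguanylate cyclase genes and the 2 putative phosphodiesterase genes that the paper names on glass were all DE. With total counts, 4 of the 5 lower diguanylate cyclase genes were not DE, and with upper-quartile factors 1 was not, GSU1149. None changed direction.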

Among the DE genes detected in Δ*gsu1771* via RNA-seq analysis, 6 genes encode putative diguanylate cyclases (1 upregulated and 5 downregulated), whereas 2 were identified as phosphodiesterase-encoding genes (1 upregulated and 1 downregulated) (S2 Table). Furthermore, *gsu0895* was upregulated in the Δ*gsu1771* biofilm, whereas *gsu1037*, *gsu1937*, *gsu3356*, *gsu1400*, and *gsu1149* were downregulated. Additionally, the putative phosphodiesterase genes *gsu2622* and *gsu1007* were upregulated and downregulated, respectively. Nevertheless, additional studies are needed to characterize the role of these diguanylate cyclases and phosphodiesterases in Δ*gsu1771* biofilm formation.

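GSU0895 had 436 ± 39.8 CPM in Δ*gsu1771* and 134 ± 31.1 CPM in the wild-type strain (Log2FC 1.69, SE 0.20, adjusted p = 2.71e-06). GSU0895 (Log2FC 1.49) was not DE without DL1 replicate 2. The Log2FC was -2.91 for GSU1037, -2.38 for GSU1400, -2.06 for GSU3356, -1.78 for GSU1937 and -1.64 for GSU1149, with SE from 0.17 to 0.25. These 5 kept their calls with each library left out. Only GSU1037 was also DE with total counts.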

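GSU2622 had 17 and 20 counts in the DL1 libraries and 623 and 601 in the Δ*gsu1771* libraries (Log2FC 2.91, SE 0.26, adjusted p = 1.92e-07). GSU1007 had 331 ± 23.9 CPM in Δ*gsu1771* and 2525 ± 42.5 CPM in the wild-type strain (Log2FC -2.93, SE 0.19, adjusted p = 6.66e-09). Both kept their calls under all 15 alternatives and with each library left out.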

In addition to transcriptional regulation, post-transcriptional regulation also contributes greatly to controlling global expression patterns. One of the most studied regulators that control post-transcriptional expression levels in bacteria is CsrA. In bacteria, CsrA binds to specific sequences in mRNA near or overlapping ribosome binding sites and the establishment of this mRNA-protein complex inhibits mRNA translation [63]. 

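The *csrA* homolog (GSU3041) had 29 counts in each DL1 library and 12 and 8 in the Δ*gsu1771* libraries, or 2.48 ± 0.724 CPM in Δ*gsu1771* and 31.8 ± 4.84 CPM in the wild-type strain (SE 0.51, adjusted p = 1.89e-05). The counts are low, but the gene was called under all 15 alternatives and with each library left out, at a Log2FC between -3.97 and -3.37.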

In our RNA-seq analyses, we identified a CsrA homolog (*gsu3041*) that was downregulated in the Δ*gsu1771* biofilm. In *E*. *coli* and related bacteria, CsrA plays a key role in controlling physiological processes such as carbon metabolism, virulence, motility, and biofilm development [63]. Although the role of CsrA as a post-transcriptional regulator has not been studied in *G*. *sulfurreducens* and in phylogenetically related bacteria, its downregulation in the Δ*gsu1771* strain coupled with the increase in biofilm thickness in this strain suggests that this gene is involved in the regulation of biofilm development [14]. Furthermore, LepA is a highly conserved protein that participates in 30S ribosomal subunit biogenesis and translation initiation [64]. In this study, the *gsu1266* (*lepA*) gene was upregulated in the Δ*gsu1771* strain. Therefore, the upregulation of *lepA* and downregulation of *csrA* in Δ*gsu1771* could promote the increased translation of some genes involved in electroactive biofilm development.

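The gene *lepA* (GSU1266) had 30 and 40 counts in the DL1 libraries and 508 and 509 in the Δ*gsu1771* libraries (Log2FC 1.71, SE 0.26, adjusted p = 4e-05). GSU1266 (Log2FC 1.38) was not DE without DL1 replicate 1. The call was also lost with glmTreat.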

Additionally, the *gsu2236* gene was upregulated in Δ*gsu1771*. This gene encodes a homolog to RelA, which is classified as a stringent factor. 

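GSU2236 had 241 ± 30.5 CPM in Δ*gsu1771* and 68.6 ± 11.1 CPM in the wild-type strain (Log2FC 1.80, SE 0.20, adjusted p = 1.93e-06). The Log2FC was between 1.66 and 1.99 as each library was left out, and the gene was called each time. With glmTreat it was not called.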

The RelA enzyme synthesizes hormone-like molecules such as (p)ppGpp (guanosine pentaphosphate) in response to nutrient starvation, particularly amino acid shortages [65]. The deletion of the *gsu2236* (*rel*_*Gsu*_) gene in *G*. *sulfurreducens* causes a deficiency in Fe(III) reduction, suggesting that Rel_*Gsu*_ regulates the expression of genes involved in Fe(III) reduction, in addition to participating in the response to various environmental stresses [65]. In strain Δ*gsu1771*, Rel_*Gsu*_ upregulation could favor the expression of genes relevant to biofilm formation and EET.

### DE genes in biofilm grown on the surface of a graphite electrode

To compare the transcriptional response of the Δ*gsu1771* biofilm grown on glass versus graphite in current production mode, the global transcriptional response of Δ*gsu1771* biofilm grown on a graphite electrode in an MFC was analyzed through RNA-Seq analysis. 

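Biofilms of DL1 and Δ*gsu1771* were collected from graphite anodes poised at 60 mV versus Ag/AgCl in H-type MFCs after 2 weeks of growth, and their RNA was sequenced as for glass, with 2 libraries per strain. The deposited table gives raw counts for 3252 genes, and 3250 of these are also in the glass table. The counts on genes came to 1556371 and 1764816 in the DL1 libraries and 2183864 and 1810683 in the Δ*gsu1771* libraries. TMM factors were 0.924 and 1.02 for DL1 and 1.2 and 0.884 for Δ*gsu1771*. The 4 electrode libraries were fitted alone, with the tests and thresholds used for glass, and 3235 genes passed the filter. The biological coefficient of variation was 0.247, larger than on glass. Log2 CPM correlated across genes at 0.958 between the DL1 replicates and at 0.955 between the Δ*gsu1771* replicates, against at most 0.900 between the strains. Differences between the supports were tested as the strain by support term of 1 fit of all 8 libraries. Support, medium, growth time and electron acceptor changed together, so this term does not separate them.
The deleted gene, GSU1771, had 58 and 128 counts in the DL1 libraries and 401 and 348 in the libraries labelled Δ*gsu1771*, which was 185 ± 45.6 CPM in the libraries labelled Δ*gsu1771* and 55.7 ± 21.8 CPM in DL1 (Log2FC 1.72, SE 0.33, adjusted p = 0.00898). On this support the labels and the counts on the deleted gene therefore point in different directions, and every electrode value in the text follows the labels as deposited. The call was lost with limma-voom, with calls shared by 3 tools, with upper-quartile factors, with glmTreat, with the replicate block (Log2FC 1.76, adjusted p = 0.0114), with total counts without the 10 most abundant genes, a setting chosen after the data were seen (Log2FC 1.68), and without DL1 replicate 1 (Log2FC 1.38), Δ*gsu1771* replicate 1 (1.96) or Δ*gsu1771* replicate 2 (1.45), while the Log2FC stayed positive each time. The difference between the supports in the Log2FC of GSU1771, electrode minus glass, was 4.81 (SE 0.54, adjusted p = 0.000164).

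**Figure D2:**
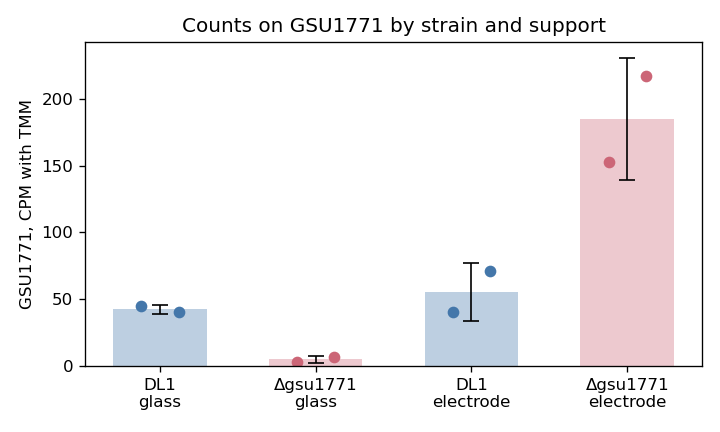
TMM-normalized CPM of GSU1771 in the 8 libraries, by the strain and support they are labelled with. Points are libraries, bars are means and error bars are SD over 2 libraries. The glass libraries labelled Δ*gsu1771* lie at 3.00 and 6.91 CPM and the electrode libraries labelled Δ*gsu1771* at 153 and 217 CPM.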

The performance of the MFC is shown in Fig 4. The Δ*gsu1771* strain was more efficient in charge transfer, producing approximately 20% more charge than the wild-type strain, which was consistent with previously reported data [14]. 

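On the electrode, 108 of 3235 genes tested were DE, 70 upregulated and 38 downregulated in the libraries labelled Δ*gsu1771*. The count moved most with glmTreat, which called 14. The count also changed with each library left out. Such fits have fewer degrees of freedom, so a lost call does not by itself show that 1 library decided it. Of the 108 genes, 20 were called with each library left out. edgeR's quasi-likelihood test, DESeq2 and limma-voom together called 95. All 119 genes of S3 Table were found among the genes tested, with the same sign in each case, and 98 of them were DE. The other 21 had an adjusted p from 0.0115 to 0.278, which was under 0.05 for 17. The authors' deposited DESeq2 comparison holds 147 genes past the thresholds, and 105 of these were DE here, with equal signs. Of 200 changed genes simulated from the electrode libraries, 91% were called, with 1 false call among the 3214 genes tested. The limits of the glass simulation hold here as well. The gene GSU0428 had the largest fitted increase, with 0 counts in both DL1 libraries. Against a floor of 3 counts over both DL1 libraries it was at least 18.7-fold higher. This bound rests mostly on Δ*gsu1771* replicate 1, with 61 counts (23.3 CPM), against 12 counts (7.50 CPM) in Δ*gsu1771* replicate 2. The largest decreases were those of the neighbouring genes GSU2503, GSU2504 and GSU2505, which kept their calls under all 15 alternatives and with each library left out.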

Under these conditions, a total of 119 DE genes were identified after statistical analysis (79 upregulated and 40 downregulated). The DE genes were classified into the following metabolic categories: “unknown function,” “energy metabolism and electron transport,” “regulatory functions and transcription,” “transport,” “amino acid metabolism,” “cell envelope,” “proteolysis,” “signal transduction,” “carbohydrate metabolism,” “lipids metabolism,” “DNA/RNA metabolism,” and “others” (Fig 5). The categories containing the most DE genes were “unknown function” (41), “energy and electron transport” (20), “regulatory functions and transcription” (17), and “transport” (13) (S3 Table).

**Fig 4:**
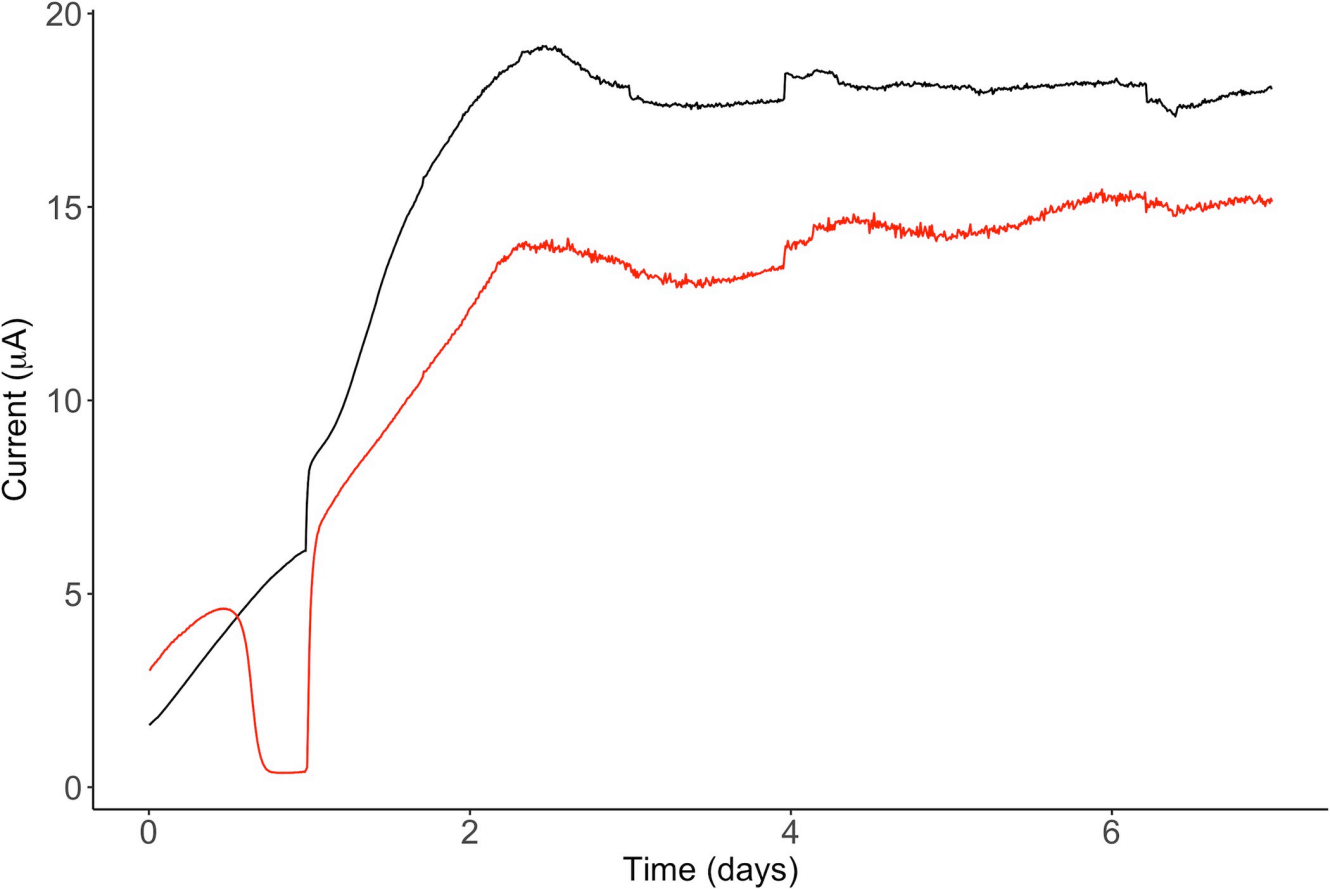
Current production of *Geobacter sulfurreducens* strains. The black and red lines represent the current production of the Δ*gsu1771* and wild-type strains, respectively, as a function of time. The data presented in the figure are representative time courses for multiple replicates for each treatment.

**Fig 5:**
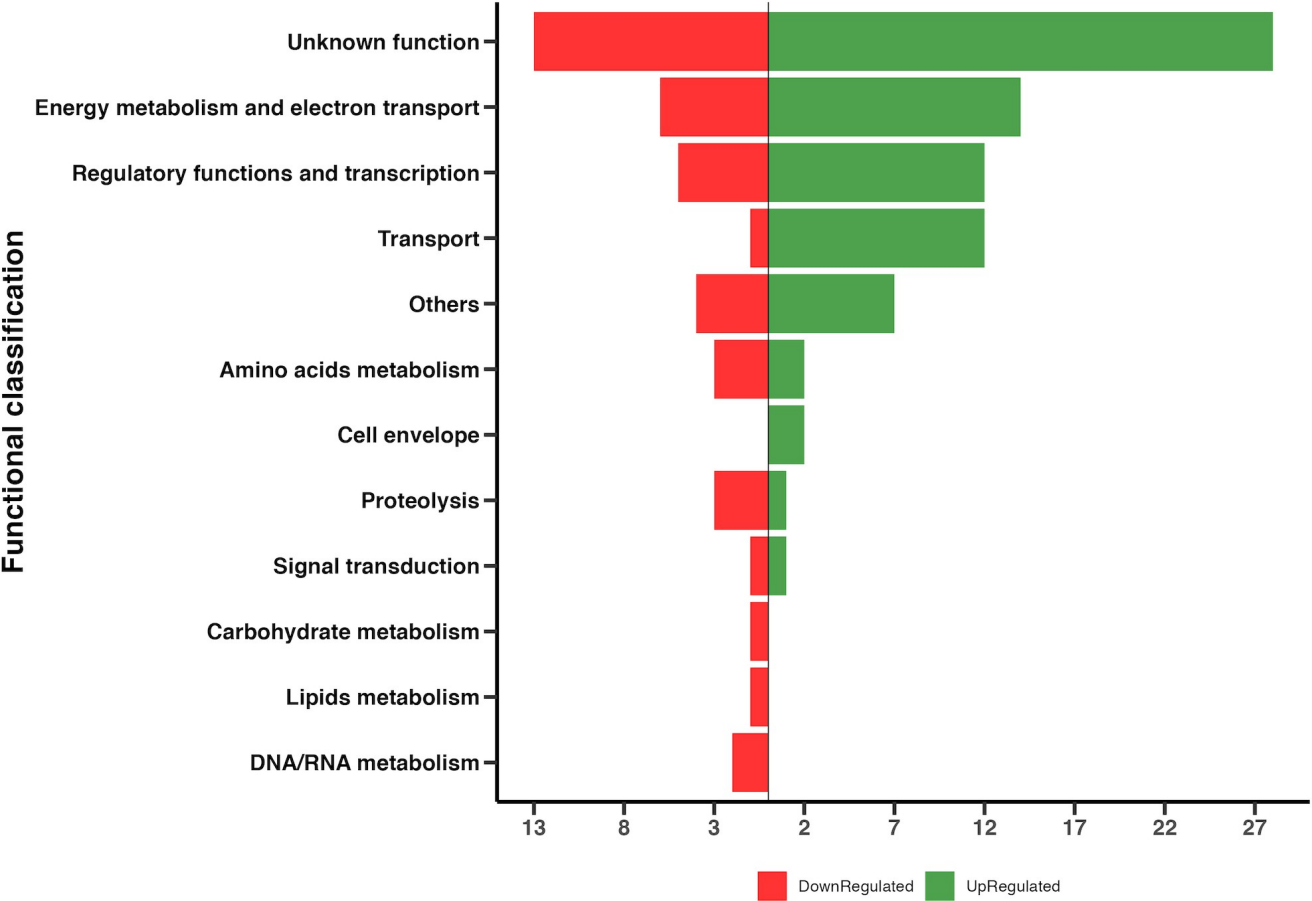
Differential gene expression of the Δ*gsu1771* biofilm versus the wild-type biofilm (DL1) grown on the graphite electrode. Functional overview of the DE genes detected in the Δ*gsu1771* biofilm.

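Of 3197 genes tested on both supports, 523 were DE on glass and 102 on the electrode, and 62 were DE on both, against 16.7 expected by chance (Fisher's exact test, two-sided, odds ratio 8.85, p = 5.23e-25). Genes of 1 operon are not independent, so this p is smaller than the data warrant. The overlap followed the electrode calls, with 18 shared genes without Δ*gsu1771* electrode replicate 2, 32 without Δ*gsu1771* electrode replicate 1, 95 with edgeR's exact test and 6 with glmTreat. Across all 3197 genes, the Log2FC on the supports correlated at 0.374 (Pearson) and 0.350 (Spearman), across genes that are not independent replicates.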

Our RNA-seq analyses also revealed 67 DE genes that were shared between both Δ*gsu1771* biofilms grown in graphite and glass. Among them, 42 were upregulated, 25 were downregulated, and 56 genes shared the same type of regulation (Table 3). In contrast, 11 DE genes in the Δ*gsu1771* biofilm grown on the graphite electrode were counter-regulated with respect to the biofilm grown on the glass support (Table 3). Among these 11 genes that presented counter-regulation in both RNA-seq datasets (glass and graphite), 7 encode hypothetical proteins, 3 encode proteins related to transcriptional regulation, and *dcuB* encodes a fumarate transporter protein [66].

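Among the 62 shared genes, 41 were upregulated and 21 downregulated on the electrode, and 52 changed in the same direction on both supports, 35 up and 17 down. All 56 genes that Table 3 lists with the same regulation had that direction on both supports and were DE on glass. Since the study drew the list from these libraries, this is not independent evidence. On the electrode, 30 of the 35 listed as upregulated and 17 of the 21 listed as downregulated were DE, and adjusted over each list alone 35 and 19 were. The 9 that were not DE on the electrode were GSU0979, GSU0980, GSU0982, GSU2939, GSU2940, GSU0919, GSU1079, GSU1944 and GSU2584. GSU0919 and GSU1079, among the most abundant genes, had a Log2FC of -2.12 and -2.24 with SE of 1.03 and 1.17. GSU1944 (Log2FC -3.07) became DE without DL1 replicate 1. GSU2939 (Log2FC 2.51), GSU2940 (Log2FC 2.80) and GSU1944 (Log2FC -1.93) became DE without DL1 replicate 2. On the electrode, 10 of the 30 and 2 of the 17 kept their calls with each library left out. Without Δ*gsu1771* replicate 2, 19 of the 30 and 12 of the 17 were lost. The losses were 7 and 14 without Δ*gsu1771* replicate 1, 12 and 3 without DL1 replicate 1, and 9 and 0 without DL1 replicate 2. On glass, 31 of the 35 and 16 of the 21 kept their calls, with 3 and 4 lost without DL1 replicate 1, 0 and 1 without DL1 replicate 2, 2 and 1 without Δ*gsu1771* replicate 2, and none without Δ*gsu1771* replicate 1. With total counts, 8 of the 21 were not DE on glass. Excluding *omcM*, the Log2FC of the 35 genes on glass ran from 1.56 for GSU2410 to 3.89 for GSU1265, and on the electrode from 1.62 for GSU2939 to 4.08 for GSU1265.

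**Figure D3:**
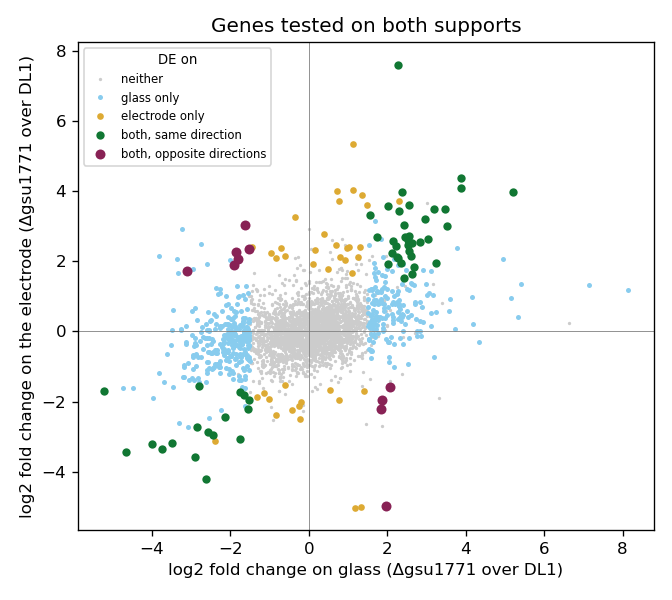
Log2FC of Δ*gsu1771* over DL1 on glass (horizontal) and on the electrode (vertical) for the genes tested on both supports, with colours for the support on which a gene was DE. The 52 genes DE on both in the same direction lie in the lower left and upper right, and the 10 in opposite directions in the other corners.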

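All 11 genes that Table 3 lists as counter-regulated had opposite signs on the 2 supports, and all 11 passed the test of strain by support. The study chose them for opposite calls in these libraries, so neither result is independent evidence. On glass, all 11 were DE. On the electrode, 7 were DE, while GSU2750, *dcuB* (GSU2751), GSU3409 and GSU3410 had adjusted p values of 0.019, 0.174, 0.0208 and 0.211. The largest difference, electrode minus glass, was that of GSU2505 at -6.94 (Log2FC 1.96 on glass and -4.98 on the electrode, adjusted p of the difference = 2.46e-07). GSU2499, GSU2506 and GSU2507 shared this pattern, with differences of -3.81, -4.07 and -3.66. GSU0596, GSU0597 and GSU3489 went the other way, with differences of 3.86, 4.12 and 3.79. Besides these 7, GSU1771, GSU2801 and the RNA gene *ssrS* (GSUR0059) were DE in opposite directions. For 1 of these 10 genes, GSU2505, both calls held with each library left out, although no sign changed. With total counts, 4 of the 10 were still DE in opposite directions. The number of genes DE in opposite directions was 5 without DL1 electrode replicate 1, 15 without DL1 electrode replicate 2, 4 without Δ*gsu1771* electrode replicate 1, 1 without Δ*gsu1771* electrode replicate 2, and 8 to 10 with each glass library left out.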

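The transporter gene *dcuB* (GSU2751) had 10898 ± 2726 CPM in Δ*gsu1771* and 65451 ± 3029 CPM in the wild-type strain on glass (Log2FC -2.59, SE 0.26). On the electrode it had 28443 ± 15153 CPM in Δ*gsu1771* and 7475 ± 200 CPM in the wild-type strain (Log2FC 1.93, SE 0.80), and it was DE there with DESeq2 and with edgeR's exact test only. The difference between the supports was 4.51 (adjusted p = 0.00282).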

**Table 3:** Differentially expressed genes in Δ*gsu1771* biofilm in both transcriptome data sets.

Regulation	Locus ID	Name	Glass (Log2FC)	MFC (Log2FC)
Upregulated				
	GSU0470	Sigma 54-dependent transcriptional regulator	2.41	3.03
	GSU0471	Two-component system, sensor histidine kinase	2.55	3.61
	GSU0619	Hypotetical protein	2.23	2.1
	GSU0782	Hydrogenase small subunit, *hybS*	2.29	3.42
	GSU0973	Hypotetical protein	2.51	2.46
	GSU0974	Hypotetical protein	2.12	2.56
	GSU0975	Phage tail sheath protein	2.53	2.73
	GSU0976	Phage tail tube protein gp19	2.6	2.53
	GSU0978	Hypotetical protein	2.57	2.13
	GSU0982	Phage protein D	2.15	2.07
	GSU0983	Phage tail spike protein	2.33	1.93
	GSU0986	Phage baseplate outer wedge protein	2.09	2.24
	GSU0987	Hypotetical protein	2.8	2.53
	GSU0988	Hypotetical protein	2.52	2.3
	GSU0989	NHL repeat domain protein	2.51	2.61
	GSU0990	Hypotetical protein	3.18	3.5
	GSU0991	Glycosyltransferase	2.94	3.19
	GSU0992	Hypotetical protein	3.509	3.01
	GSU1265	Sensor histidine kinase response regulator	3.87	4.07
	GSU1268	Helix-turn-helix transcriptional regulator, LysR family	3.47	3.47
	GSU1442	Carbonic anhydrase	2.35	3.98
	GSU2294	OmcM; cytochrome *c*	5.3	3.97
	GSU2670	Helix-turn-helix transcriptional regulator, LuxR family	1.98	3.56
	GSU2808	Lipoprotein, cytochrome *c*	1.72	2.69
	GSU3615	Cytochrome *c*	2.62	1.62
	GSU3141	Hypotetical protein	2.67	1.84
	GSU3142	3-deoxy-7-phosphoheptulonate synthase, *aroG-2*	3.22	1.94
	GSU0972	ATPase, AAA family	2.19	2.44
	GSU0977	Hypotetical protein	2.44	2.7
	GSU0979	Phage tail tube protein gp19, putative	2.1	1.73
	GSU0980	Hypotetical protein	1.96	1.76
	GSU1640	Cytochrome bd ubiquinol oxidase subunit I, *cydA*	2.25	2.1
	GSU2410	HSP20 family protein, *hspA-2*	1.54	3.33
	GSU2939	Outer membrane channel	1.58	1.62
	GSU2940	Rhodanese homology domain pair protein	1.65	1.94
Downregulated				
	GSU2585	Hypotetical protein	-5.24	-1.69
	GSU2614	Single-stranded-DNA-specific exonuclease, *recJ*	-2.166	-2.42
	GSU0919	Hypothetical protein	-1.65	-2.12
	GSU0071	Hypotetical protein	-4.016	-3.21
	GSU0081	Hypotetical protein	-1.76	-1.72
	GSU0216	Hypotetical protein	-2.59	-2.87
	GSU0547	DNA mismarch repair protein, *mutS-2*	-3.5	-3.19
	GSU0548	Radical SAM domain	-4.67	-3.44
	GSU1037	Diguanylate cyclase/phosphodiesterase	-2.93	-3.56
	GSU1394	laccase family multicopper oxidase, *ompB*	-1.54	-1.94
	GSU1395	Hypotetical protein	-1.57	-2.21
	GSU1877	Nitronate monooxygenase	-3.75	-3.36
	GSU1943	PEP motif-containing protein, putative exosortase substrate	-2.87	-2.72
	GSU3568	Pseudogene, *lnt-C*	-1.77	-3.06
	GSU1079	PEP motif-containing protein, putative exosortase substrate	-2.25	-2.23
	GSU1513	SAM-dependent methyltransferase	-2.45	-2.95
	GSU1944	PEP motif-containing protein, putative exosortase substrate	-3.32	-2.6
	GSU2487	Carbamate kinase, *cpkA*	-2.82	-1.55
	GSU2584	Lipoprotein	-4.76	-1.61
	GSU2662	Membrane protein	-2.65	-4.2
	GSU3329	Radical SAM domain iron-sulfur cluster-binding oxidoreductase	-1.68	-1.82
Counter-regulated genes				
	GSU2505	Hypotetical protein	1.94	-4.97
	GSU2506	Sigma-54-dependent sensor transcriptional response regulator, PAS domain-containing	1.82	-2.22
	GSU2499	Hypothetical protein	1.83	-1.94
	GSU2507	Sensor histidine kinase	2.05	-1.59
	GSU0597	Hypotetical protein	-1.87	2.26
	GSU3489	Hypotetical protein	-1.91	1.89
	GSU0596	Response receiver	-1.81	2.06
	GSU2750	Hypothetical protein	-2.03	2.02
	GSU2751	Anaerobic C4-dicarboxylate transporter, *dcuB*	-2.6	1.92
	GSU3409	Hypothetical protein	-3.26	2.92
	GSU3410	Hypothetical protein	-3.37	2.06

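On the electrode, *omcM* (GSU2294) had 6 and 3 counts in the DL1 libraries and 113 and 76 in the Δ*gsu1771* libraries (Log2FC 3.98, SE 0.49, adjusted p = 0.00101). GSU2808 had 908 ± 160 CPM in Δ*gsu1771* and 140 ± 35.1 CPM in the wild-type strain (Log2FC 2.69, SE 0.36, adjusted p = 0.00123) and GSU3615 had 300 ± 19.4 CPM in Δ*gsu1771* and 96.8 ± 17.9 CPM in the wild-type strain (Log2FC 1.63, SE 0.28, adjusted p = 0.0058). GSU2294 (Log2FC 4.05) and GSU3615 (Log2FC 1.57) were not DE without Δ*gsu1771* replicate 1. GSU2294 (Log2FC 3.91) and GSU3615 (Log2FC 1.69) were not DE without Δ*gsu1771* replicate 2. GSU3615 (Log2FC 1.45) was not DE without DL1 replicate 1. All 3 were also DE on glass, and none passed the test of strain by support.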

Among the DE genes upregulated in the Δ*gsu1771* strain in both conditions, the *omcM*, *gsu2808*, and *gsu3615* genes, which encode *c*-type cytochromes, were also identified. The upregulation of these cytochromes in the Δ*gsu1771* strain suggests that they play a relevant role in biofilm-related EET. Additionally, a gene cluster composed of *gsu0972-73*, *gsu0975-77*, *gsu0979*, *gsu0982-83*, *gsu0987-89*, and *gsu0991* encoding hypothetical proteins was upregulated in both conditions. 

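The 12 genes of this cluster had Log2FC from 2.13 to 2.97 on glass, where all 12 were DE under all 15 alternatives and with each library left out. On the electrode they ranged from 1.73 to 3.19, and 10 were DE there, all but GSU0979 and GSU0982. The calls of GSU0973 and GSU0991 held with each electrode library left out. Of the 10, 8 were lost without Δ*gsu1771* replicate 2, 7 without DL1 replicate 1, 7 without DL1 replicate 2 and 1 without Δ*gsu1771* replicate 1. GSU0991 had 804 ± 138 CPM in Δ*gsu1771* and 87.8 ± 4.66 CPM in the wild-type strain (adjusted p = 0.00039). None of the 12 passed the test of strain by support. Over the 21 genes in the tables from GSU0972 to GSU0993, a region drawn from the study's tables, the median Log2FC was 2.53 on glass (camera, adjusted p = 3.29e-12; fry, 0.00453) and 2.44 on the electrode (camera, 6.28e-20; fry, 0.0271).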

Previous studies have proposed that the aforementioned genes can be acquired by lateral gene transfer; however, their function remains unknown [67]. 

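On the electrode, the Log2FC was 3.03 for GSU0470, 3.61 for GSU0471, 4.08 for GSU1265, 3.48 for GSU1268 and 3.56 for GSU2670, with adjusted p from 0.000345 to 0.000767. GSU1265 had 8 and 19 counts in the DL1 libraries and 454 and 169 in the Δ*gsu1771* libraries. GSU0470 (Log2FC 2.69) and GSU0471 (Log2FC 3.33) were not DE without Δ*gsu1771* replicate 2. On glass, GSU1265, GSU1268 and GSU2670 were also DE, with Log2FC of 3.89, 3.48 and 2.02, where GSU1268 had only 4 and 3 counts in DL1. GSU2670 (Log2FC 1.38) was not DE without DL1 replicate 1. The difference between the supports passed the thresholds for none of these 5 genes.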

The upregulated genes encoding proteins related to transcriptional regulation included *gsu0470*, *gsu0471*, *gsu1265*, *gsu1268*, and *gsu2670*.

### DE genes detected exclusively in the graphite electrode biofilm

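By the calls made here, 46 genes were DE on the electrode and not on glass, 29 upregulated and 17 downregulated. Of the 108 genes DE on the electrode, 102 were also tested on glass, so 6 of the 46 had too few counts to be tested there. For 16 of the 46, the test of strain by support passed the thresholds, so for the other 30 a difference between the supports was not shown. All 52 genes of Table 4 had the listed sign on the electrode, and 44 were DE there. The other 8, GSU0431, GSU0537, GSU0538, GSU0981, GSU1905, GSU1945, GSU1947 and GSU2642, had a higher adjusted p than the threshold, and all 8 were DE with DESeq2. Adjusted over the list alone, all 37 upregulated genes of Table 4 and all 15 downregulated genes were called, which is not independent evidence. Of the 29 and 15 that were DE, 5 and 2 kept their calls with each library left out, 20 and 13 were lost without Δ*gsu1771* replicate 2, 16 and 12 without Δ*gsu1771* replicate 1, 6 and 2 without DL1 replicate 1, and 5 and 0 without DL1 replicate 2. GSU0431 had 0 and 2 counts in the DL1 libraries and 42 and 19 in the Δ*gsu1771* libraries, a ratio of 23.4 with an exact 95% counting interval from 6.20 to 197. On glass, 47 of the 52 genes were tested and 4 were DE as well, GSU1264, GSU2172, GSU2801 and *ssrS* (GSUR0059), and 22 of the 52 passed the test of strain by support.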

Our transcriptome analyses indicated that 52 genes (37 upregulated and 15 downregulated) were uniquely expressed in the Δ*gsu1771* biofilm formed on the graphite electrodes (Table 4). Importantly, the majority of these unique DE genes included *c*-type cytochromes (11), putative proteins of secretion systems (7), transcriptional regulators (7), and hypothetical proteins (10) (Table 4).

**Table 4:** Differentially expressed genes in Δ*gsu1771* biofilm only in graphite electrode.

Regulation	Locus ID	Name	Log2FC	FDR
Upregulated	GSU0537	Sensor diguanylate cyclase/phosphodiesterase	2.26	5.98E-05
	GSU0538	HSP20 family protein, *hspA-1*	2.36	1.85E-05
	GSU0592	Cytochrome *c*, *omcQ*	2.12	1.78E-07
	GSU1154	Surface repeat protein	2.39	1.67E-07
	GSU1264	Histidine phosphotransfer domain protein	7.60	3.86E-22
	GSU1538	Cytochrome *c*	4.04	7.67E-11
	GSU1556	Lipoprotein	2.24	4.13E-07
	GSU1948	Hypothetical protein	2.10	3.97E-06
	GSU3548	Type IV pilus minor pilin PilE, *pilE*	3.08	1.25E-08
	GSU2172	Peptidoglycan-binding protein	4.37	6.35E-12
	GSU2513	Lipoprotein cytochrome *c*	1.91	4.43E-06
	GSU2748	Cytochrome *c*	2.16	2.23E-06
	GSU2749	NOL1/NOP2/Sun family protein	2.40	6.22E-07
	GSU2801	Cytochrome *c*	2.34	2.32E-09
	GSU2887	Cytochrome *c*	1.67	7.88E-05
	GSU2967	Ferritin-like domain protein	4.03	2.67E-13
	GSU2968	Hypothetical protein	3.60	3.34E-09
	GSU3171	Hypothetical protein	3.72	1.94E-09
	GSU3261	Response regulator, putative	2.45	1.16E-07
	GSU3419	Sensor histidine kinase	2.40	1.27E-07
	GSUR0059	6S RNA, stationary phase repressor of sigma-70-containing RNA polymerase	3.03	6.21E-08
	GSU3167	Type VI secretion system protein VasJ	5.35	2.62E-15
	GSU0433	Type VI secretion system protein VasG	2.41	7.96E-09
	GSU0428	Type VI secretion system outer membrane lipoprotein TssJ, *tssJ*	7.88	6.19E-07
	GSU0702	Cytochrome *c*	2.13	2.45E-07
	GSU0981	Hypothetical protein	1.91	0.000138
	GSU1018	Hypothetical protein	2.31	8.26E-09
	GSU1153	Outer membrane lipoprotein	2.03	4.43E-06
	GSU1905	Cold shock protein	1.65	0.000527
	GSU1945	Fibronectin type III domain protein	2.10	0.000326
	GSU1947	Hypothetical protein	1.60	0.001374
	GSU2642	Cytochrome *c*	2.64	9.90E-05
	GSU3165	Type VI secretion system protein ImpK	3.71	6.68E-07
	GSU3166	Ttype VI secretion system protein ImpL	3.88	5.52E-15
	GSU3174	Type VI secretion system secreted protein Hcp	4.13	2.50E-08
	GSU3370	Helix-turn-helix transcriptional regulator, GntR family	1.78	3.97E-06
	GSU0431	Type VI secretion system protein ImpG	4.38	2.47E-06
Downregulated	GSU1238	Iron-sulfur cluster-binding protein	-2.44	2.58E-07
	GSU1512	Hypothetical protein	-2.38	2.01E-08
	GSU1514	Heptosyltransferase family protein	-3.11	1.88E-07
	GSU1939	Sensor histidine kinase	-2.24	2.23E-07
	GSU2502	Spermidine synthase	-1.96	1.02E-06
	GSU2503	Cytochrome *c*, *omcT*	-5.03	2.81E-28
	GSU2815	Sensor histidine kinase	-2.49	2.53E-11
	GSU3085	Dimetal-binding protein, *yqfO*	-1.53	0.000124
	GSU2504	Cytochrome *c*, *omcS*	-4.99	4.71E-23
	GSU0545	Hypothetical protein	-1.75	2.31E-05
	GSU1237	Pyridine nucleotide-disulfide oxidoreductase family protein	-2.00	6.61E-07
	GSU3586	YVTN family beta-propeller domain protein	-1.67	6.91E-05
	GSU2501	Cytochrome *c*	-1.69	4.55E-05
	GSU2612	Rubrerythrin/rubredoxin protein	-1.86	3.56E-06
	GSU2613	Cation efflux family protein, *fieF*	-1.92	8.65E-06

In the Δ*gsu1771* biofilm grown on the electrode, a group of genes encoding proteins homologous to the type VI secretion system (T6SS) were upregulated, including *gsu3167* (*vasJ*), *gsu0433* (*vasG*), *gsu0428* (*tssJ*), *gsu3166* (*ImpK*), *gsu3166* (*impL*), and *gsu3174* (*hcp*). 

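These genes had few counts in the DL1 libraries. GSU0428 (*tssJ*) had 0 counts there and 61 and 12 in the Δ*gsu1771* libraries (adjusted p = 0.00937). GSU3167 (*vasJ*) had 2 counts in each DL1 library and 170 and 65 in the Δ*gsu1771* libraries (Log2FC 5.35, SE 0.55, adjusted p = 0.000345). The other Log2FC were 3.88 for GSU3166, 3.70 for GSU3165, the locus Table 4 gives for *impK*, 4.15 for *hcp* (GSU3174) and 2.41 for *vasG* (GSU0433). All 6 were DE, and GSU3166 and GSU3167 kept their calls with each library left out. GSU0433 (Log2FC 2.22), GSU3165 (Log2FC 3.42) and GSU3174 (Log2FC 3.01) were not DE without Δ*gsu1771* replicate 1. GSU0428 was not among the genes tested without Δ*gsu1771* replicate 1, so it had no call there. GSU0428 (adjusted p = 0.019) and GSU3165 (Log2FC 3.93) were not DE without Δ*gsu1771* replicate 2. For *hcp*, Δ*gsu1771* replicates 1 and 2 had 291 and 53 counts. The electrode table holds 18 genes of the loci from GSU0427 to GSU0434 and from GSU3164 to GSU3175, and 16 of them were higher in Δ*gsu1771*, 8 DE (camera, adjusted p = 7.3e-14; fry, 0.0271). Of the 9 that were tested on glass, 7 were higher and 1 was DE, which was lower. GSU3165 and *hcp* were not called by limma-voom. None of the 6 genes passed the test of strain by support.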

In bacteria, T6SS has been linked to virulence, antibacterial activity, metal ion uptake, transport, and biofilm formation [68–71]. In *P*. *aeruginosa*, *P*. *fluorescens*, and *Acidovorax citrulli*, T6SS has been related to the formation of mature biofilms [70–72]. In *P*. *aeruginosa* and *A*. *citrulli*, mutations in the *hcp* gene had negative effects on the development of mature biofilms and exopolysaccharide production [71,72]. However, although *G*. *sulfurreducens* harbors the genes that comprise the T6SS, few efforts have been made to characterize their expression and function in this species [73]. To the best of our knowledge, our study is the first to demonstrate the potential participation of the T6SS in the formation of electroconductive mature biofilms in *G*. *sulfurreducens*.

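All 8 cytochrome genes named for the MFC were higher in Δ*gsu1771* on the electrode, and 7 were DE. GSU1538 had 7 and 27 counts in the DL1 libraries and 249 and 386 in the Δ*gsu1771* libraries (Log2FC 4.02, SE 0.54, adjusted p = 0.00131). The gene *omcQ* (GSU0592) had 353 ± 90.0 CPM in Δ*gsu1771* and 81.3 ± 7.73 CPM in the wild-type strain (Log2FC 2.12, SE 0.31, adjusted p = 0.0021). The other Log2FC were 2.34 for GSU2801, 2.16 for GSU2748, 2.13 for GSU0702, 1.91 for GSU2513 and 1.67 for GSU2887. The gene *omcW* (GSU2642) had 4 and 7 counts in DL1 and 55 and 35 in Δ*gsu1771*, and with an adjusted p of 0.0117 (Log2FC 2.64, SE 0.53) it was not DE, while DESeq2 called it. None of the 7 calls held with every library left out. GSU0592 (Log2FC 1.84), GSU2513 (Log2FC 1.63), GSU2748 (Log2FC 2.38), GSU2887 (Log2FC 1.61) and GSU0702 (Log2FC 1.88) were not DE without Δ*gsu1771* replicate 1. GSU1538 (Log2FC 3.21), GSU2513 (Log2FC 2.16), GSU2748 (Log2FC 1.92), GSU2801 (Log2FC 2.10), GSU2887 (Log2FC 1.73) and GSU0702 (Log2FC 2.34) were not DE without Δ*gsu1771* replicate 2. GSU2748 (Log2FC 1.82) and GSU2887 (Log2FC 1.52) were not DE without DL1 replicate 1. GSU2887 (Log2FC 1.83) was not DE without DL1 replicate 2. GSU2642 (Log2FC 2.91) became DE without DL1 replicate 2. The test of strain by support passed the thresholds for GSU1538, GSU2513, GSU2748 and GSU2801, and GSU2801 was lower on glass (Log2FC -1.52).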

The *c*-type cytochromes upregulated in the MFC included *omcQ*, *gsu1538*, *gsu2513*, *gsu2748*, *gsu2801*, *gsu2887*, *gsu0702*, and *gsu2642* (*omcW*) (Table 4). OmcQ is a 12-heme cytochrome that is also associated with Pd(II) reduction [19]. The *gsu1538* and *gsu2513* genes, which encode cytochromes, were upregulated in response to Co(II) accumulation in the periplasm [54]. Additionally, GSU1538 has a putative domain of cytochrome *c* peroxidase and is involved in the reduction of hydrogen peroxide to avoid oxidative stress damage. In bacteria, the activity of cytochrome *c* peroxidase is dependent on the availability of electrons from small mono-heme cytochromes, suggesting that GSU2513 is a redox partner of GSU1538 [54,74]. Therefore, the upregulation of the *gsu1538* and *gsu2513* genes in Δ*gsu1771* biofilm suggests their protective role against the oxidative stress generated from metabolism in MFCs. Moreover, previous studies reported that *in G*. *sulfurreducens* the *gsu2748* cytochrome was downregulated in a *rel*_*Gsu*_ mutant and during growth on Fe(III) [65].

The *gsu2801* gene encoding a cytochrome related to the U(VI) response was highly expressed. However, its function remains unknown [75]. In another work, the *gsu2887* gene was associated with Fe(III) citrate reduction because its encoded protein was upregulated in the *omcF*-mutant [76]. Additionally, the GSU2887 lipoprotein cytochrome *c* was highly expressed in a co-culture of *Desulfotomaculum reducens* MI-1 and *G*. *sulfurreducens* in Fe(III)-reducing conditions [77]. A recent study reported that the *gsu0702* gene was upregulated in biofilms grown in graphite electrodes poised to a –0.17 V potential in the presence of acetate with respect to biofilms poised with the same potential in the presence of formate [78]. Although this large GSU0702 cytochrome was predicted to be extracellular, its function outside the cell has not been established. Finally, *omcW* (*gsu2642*), which is predicted as an outer surface cytochrome, was upregulated in cells grown in Fe(III) oxides but not in citrate Fe(III). In contrast, a mutant strain lacking *omcW* exhibited no Fe(III) reduction phenotype [3,79].

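On the electrode, *omcS* (GSU2504) had 32.3 ± 9.05 CPM in Δ*gsu1771* and 1020 ± 340 CPM in the wild-type strain (Log2FC -4.99, SE 0.43, adjusted p = 0.000202). The Log2FC lay between -5.29 and -4.60 with each library left out. The difference from glass, electrode minus glass, was -6.33 (SE 0.47, adjusted p = 5.21e-06). The Δ*gsu1771* libraries lay above both DL1 libraries on glass and below both on the electrode.

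**Figure D4:**
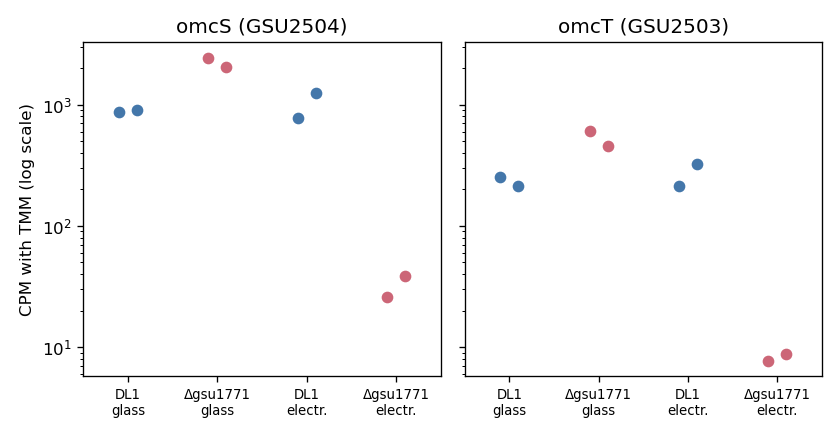
TMM-normalized CPM on a log scale of *omcS* (GSU2504, left) and *omcT* (GSU2503, right) in the 8 libraries, 1 point per library. CPM were normalized within each support. For both genes the Δ*gsu1771* libraries lie above DL1 on glass and below it on the electrode.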

Unlike in planktonic cells and glass-generated biofilms, *omcS* was downregulated in electrode-grown biofilms. *omcS* is transcribed in a transcriptional unit and in an operon together with *omcT* [80]. *omcS* and *omcT* are expressed in the presence of Fe(III) oxides and fumarate as electron acceptors. However, only *omcS* is necessary for the reduction of Fe(III) oxides. 

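The neighbouring gene *omcT* (GSU2503) had 8.19 ± 0.790 CPM in Δ*gsu1771* and 267 ± 78.1 CPM in the wild-type strain (Log2FC -5.03, SE 0.36, adjusted p = 4.13e-05), and it was called under all 15 alternatives and with each library left out. Its difference between the supports was -6.22 (adjusted p = 2.4e-06). The 13 genes in the tables from GSU2495 to GSU2508 were all lower in Δ*gsu1771* on the electrode, with a median Log2FC of -1.69 and 8 DE genes (camera, adjusted p = 7.53e-13; fry, 0.0115), and all higher on glass, with a median of 1.40 and 6 DE genes (camera, 7.51e-06; fry, 0.0115).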

In the Δ*gsu1771* biofilm grown on the graphite electrodes, *omcT* was also downregulated. The change in the regulation of *omcS* expression in biofilms grown on MFCs suggests that other regulatory proteins could be involved under these conditions, resulting in different transcriptional control mechanisms than those previously reported.

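GSU1264 had 1 and 0 counts in the DL1 electrode libraries and 235 and 90 in the Δ*gsu1771* libraries, a ratio of 249 with an exact 95% counting interval from 44.4 to 9872. It was DE under all 15 alternatives and with each library left out, and it was DE on glass as well (Log2FC 2.26). GSU3419 had 81.8 ± 22.9 CPM in Δ*gsu1771* and 15.4 ± 4.12 CPM in the wild-type strain, and GSU3261 had 431 ± 196 CPM in Δ*gsu1771* and 78.7 ± 1.14 CPM in the wild-type strain.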

Four putative HKs (*gsu1264*, *gsu3419*, *gsu1939*, and *gsu2815*) and one RR (*gsu3261*) exhibited transcriptional changes in the Δ*gsu1771* electrode biofilm. Among these genes, *gsu1264*, *gsu3419*, and *gsu3261* were upregulated, whereas *gsu1939* and *gsu2815* were downregulated (Table 4). 

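The Log2FC on the electrode was 2.40 for GSU3419, 2.45 for GSU3261, -2.24 for GSU1939 and -2.49 for GSU2815, with adjusted p of 0.00234, 0.00237, 0.00316 and 0.000619. GSU3419 (Log2FC 2.08) and GSU1939 (Log2FC -2.04) were not DE without Δ*gsu1771* replicate 1. GSU3419 (Log2FC 2.65), GSU3261 (Log2FC 1.89), GSU1939 (Log2FC -2.45) and GSU2815 (Log2FC -2.35) were not DE without Δ*gsu1771* replicate 2. The test of strain by support passed the thresholds for GSU1264, GSU1939 and GSU2815.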

The function of the products of these genes is unknown. However, the *gsu3162* and *gsu2815* genes have been associated with the reduction of Fe(III) oxides and Pd(II) [12,24]. The *gsu3370* gene encodes a member of the GntR family regulators and was upregulated. 

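GSU3370 had 134 ± 30.2 CPM in Δ*gsu1771* and 38.8 ± 1.75 CPM in the wild-type strain (Log2FC 1.78, SE 0.28, adjusted p = 0.00315). GSU3370 (Log2FC 1.54) was not DE without Δ*gsu1771* replicate 2. On glass its Log2FC was 0.48, and the difference between the supports was 1.30 (adjusted p = 0.0313), which is under the threshold for a difference.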

In *G*. *sulfurreducens*, *gsu3370* is a transcriptional regulator that binds to the promoter region of *gltA*, an enzyme that plays a key role in the tricarboxylic acid cycle. Nevertheless, little is known regarding its regulatory mechanisms and its role in controlling central metabolism [81]. In bacteria, c-di-GMP is a major signaling molecule that modulates several bacterial functions such as virulence, motility, and biofilm formation [62]. The *gsu0537* gene encodes a putative diguanylate cyclase and was upregulated in the Δ*gsu1771* electrode biofilm. 

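GSU0537 was higher on the electrode, with 1100 ± 682 CPM in Δ*gsu1771* and 229 ± 1.86 CPM in the wild-type strain (Log2FC 2.26, SE 0.45). Its adjusted p of 0.0115 was just above the threshold, so it was not DE. It had 1619 and 2532 counts in the Δ*gsu1771* libraries. GSU0537 (Log2FC 2.80) became DE without Δ*gsu1771* replicate 1. Without Δ*gsu1771* replicate 2 its Log2FC was 1.43, and it was not DE. DESeq2 and limma-voom called it, and it was called in 7 of 15 alternatives.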

Previous studies have also reported that *gsu0537* was upregulated in an adapted *omcB*-mutant associated with Fe(III) and Pd(II) reduction [3,19]. Transcriptional changes were also identified in five genes containing riboswitch regulation elements of the GEMM-I (genes for environment, membranes, and motility) family, which respond to cyclic dinucleotides (Table 4). Moreover, *gsu1556*, *gsu1948*, *gsu1018*, and *gsu1945* were upregulated and *omcS* was downregulated. Nevertheless, the function of these positively regulated genes and the mechanism of the GSU1771 regulator remain uncharacterized.

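The Log2FC on the electrode was 2.24 for GSU1556, 2.10 for GSU1948, 2.31 for GSU1018 and 2.10 for GSU1945, with adjusted p of 0.00278, 0.0067, 0.00123 and 0.0201, so 3 of the 4 were DE and GSU1945 was not. DESeq2 called all 4. The 4 genes passed the test of strain by support, with differences, electrode minus glass, from 2.15 to 3.19. GSU1948 (Log2FC 2.09) was not DE without Δ*gsu1771* replicate 1. GSU1556 (Log2FC 1.80), GSU1948 (Log2FC 2.12) and GSU1018 (Log2FC 2.21) were not DE without Δ*gsu1771* replicate 2. GSU1948 (Log2FC 2.42) was not DE without DL1 replicate 1. GSU1948 (Log2FC 1.83) was not DE without DL1 replicate 2. GSU1945 (Log2FC 2.93) became DE without DL1 replicate 1. For the change in *omcS* in the MFC, the paper proposes that other regulatory proteins could be involved.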

### GSU1771 binding to the promoter regions of *pgcA*, *pulF*, *gsu1771*, *gsu3356*, and *relA*

To determine whether GSU1771 directly regulates the expression of the *pgcA*, *pulF*, *gsu1771*, *gsu3356*, and *relA* genes, we analyzed the binding of GSU1771 to their promoter regions through electrophoretic mobility shift assays (EMSA). The *gsu1704-gsu1705* intergenic region (control) and the *omcB* promoter region were used as negative controls [14]. As shown in Fig 6, GSU1771 was bound directly to all of the examined sequences except the negative control, meaning that this protein specifically interacted with all of the promoter regions. 

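In the RNA-seq libraries, the genes *pgcA* (GSU1761), *pulF* (GSU1784) and *relA* (GSU2236) were DE and higher in Δ*gsu1771* on glass, and GSU3356 was DE and lower. None of these 4 was DE on the electrode, where the Log2FC was -0.73 for *pgcA*, 0.80 for *pulF*, 0.83 for *relA* and 0.77 for GSU3356. The difference, electrode minus glass, passed the thresholds for *pgcA* (-2.79, adjusted p = 0.00037) and GSU3356 (2.83, adjusted p = 0.000319) and not for *pulF* (adjusted p = 0.0846) or *relA* (adjusted p = 0.0665). The counts on GSU1771 went down in the glass libraries labelled Δ*gsu1771* and up in the electrode libraries labelled Δ*gsu1771*. GSU1771 is the deleted gene, and the sources used here do not state which part was deleted. Its counts therefore do not test whether the regulator acts on its own gene.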

Taken together, our findings suggest that this regulator acts as a repressor of *pgcA*, *pulF*, and *relA* and as a transcriptional activator of *gsu1771* and *gsu3356*.

**Fig 6:**
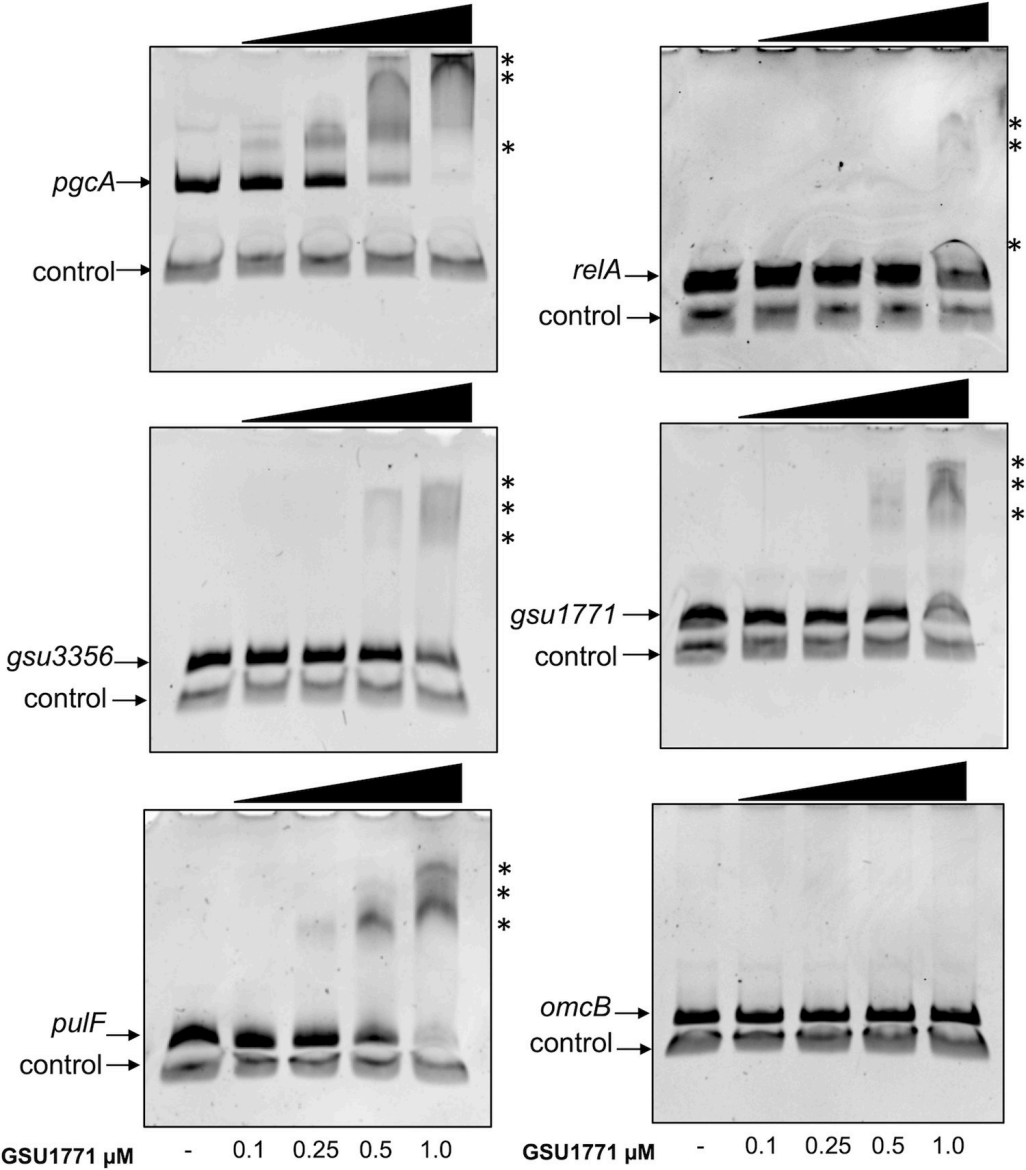
GSU1771 protein binding to the DNA of promoter regions. DNA-protein binding was assessed via competitive non-radioactive EMSA. DNA of the promoter region of *pgcA*, *gsu1771*, *pulF*, *relA*, *gsu3356*, and *omcB* was incubated with increasing concentrations of purified GSU1771 (0, 0.1, 0.25, 0.5, and 1 μM). A fragment containing the *gsu1704*-*gsu1705* intergenic region was included in each reaction as a negative control. The asterisks indicate the DNA-protein complexes.

## Conclusions

Biofilm production is an important process in *G*. *sulfurreducens* due to its biotechnological applications in bioelectricity production and bioremediation. However, little is known regarding the physiological processes involved in biofilm production in *G*. *sulfurreducens*, as well as the regulatory mechanisms that govern them. Here, we characterized the transcriptional responses of Δ*gsu1771* biofilm grown on a glass surface (non-conductive) and on an MFC graphite electrode in current production mode. CLSM analyses demonstrated that the Δ*gsu1771* strain forms a ticker biofilm on both support materials. Moreover, transcriptomic analysis of the Δ*gsu1771* biofilm grown on the surface of glass and graphite electrodes revealed DE genes with respect to the wild-type strain in both conditions. The DE genes of the biofilms grown on glass belonged to different metabolic categories, including genes from a putative pathway of exopolysaccharide synthesis, as well as genes involved in transmembrane transport, energy metabolism, signal transduction, and transcriptional regulation. The Δ*gsu1771* biofilm grown on the MFC graphite electrode shared several DE genes with biofilm grown on glass, several of which encoded *c*-type cytochromes involved in EET, in addition to transcriptional regulators and a group of genes that are reportedly acquired by horizontal gene transfer. Additionally, the Δ*gsu1771* biofilm grown on the graphite electrode surface exhibited several interesting unique DE genes that encode *c*-type cytochromes. These genes could be targeted in future studies to enhance current production in MFCs, as well as to determine whether T6SS genes contribute to biofilm maturation in *G*. *sulfurreducens*. Additionally, our study also identified genes that encode putative proteins involved in signal transduction, whose role in biofilm production and EET remains unknown. Finally, our EMSA results demonstrated that GSU1771 directly binds to the promoter region of several genes selected from our transcriptome analysis, thereby regulating their expression.

## Supporting information

S1 Fig SDS-PAGE of protein used as a loading control in heme-staining (A) and western blot for OmcS (B), OmcZ (C) and PilA (D). The PageRuler Pre-stained Protein Ladder standard (ThermoScientific) was used as a molecular weight.
(DOCX) Click here for additional data file.

S1 Table Bacteria, plasmid, and oligonucleotides used in this study. (DOCX) Click here for additional data file.

S2 Table List of differentially expressed genes in Δ*gsu1771* compared with the DL1 strain during biofilm formation on glass. (DOCX) Click here for additional data file.

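S2 Table lists the genes called DE on glass by all 4 tools the paper used, each with its locus tag, Log2FC and p value. Of the copy used here, 465 entries could be read, 166 of them upregulated and 299 downregulated, so overlaps with the whole table are not given.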

S3 Table List of differentially expressed genes in Δ*gsu1771* compared with the DL1 strain during biofilm formation on graphite electrodes. (DOCX) Click here for additional data file.

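S3 Table lists the genes called DE on the electrode. All 119 entries, 79 upregulated and 40 downregulated, were read and matched to the deposited counts by locus tag. A further 10 genes were DE here and are not in the table, GSU1771 among them.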

S1 Raw images (PDF) Click here for additional data file.

# Supplementary material for: Global transcriptional analysis of Geobacter sulfurreducens gsu1771 mutant biofilm grown on two different support structures
**Source:** PLoS One. 2023 Oct 25;18(10):e0293359. doi: 10.1371/journal.pone.0293359
**Supplement:** S1 Fig — SDS-PAGE of protein used as a loading control in heme-staining (A) and western blot for OmcS (B), OmcZ (C) and PilA (D). The PageRuler Pre-stained Protein Ladder standard (ThermoScientific) was used as a molecular weight.

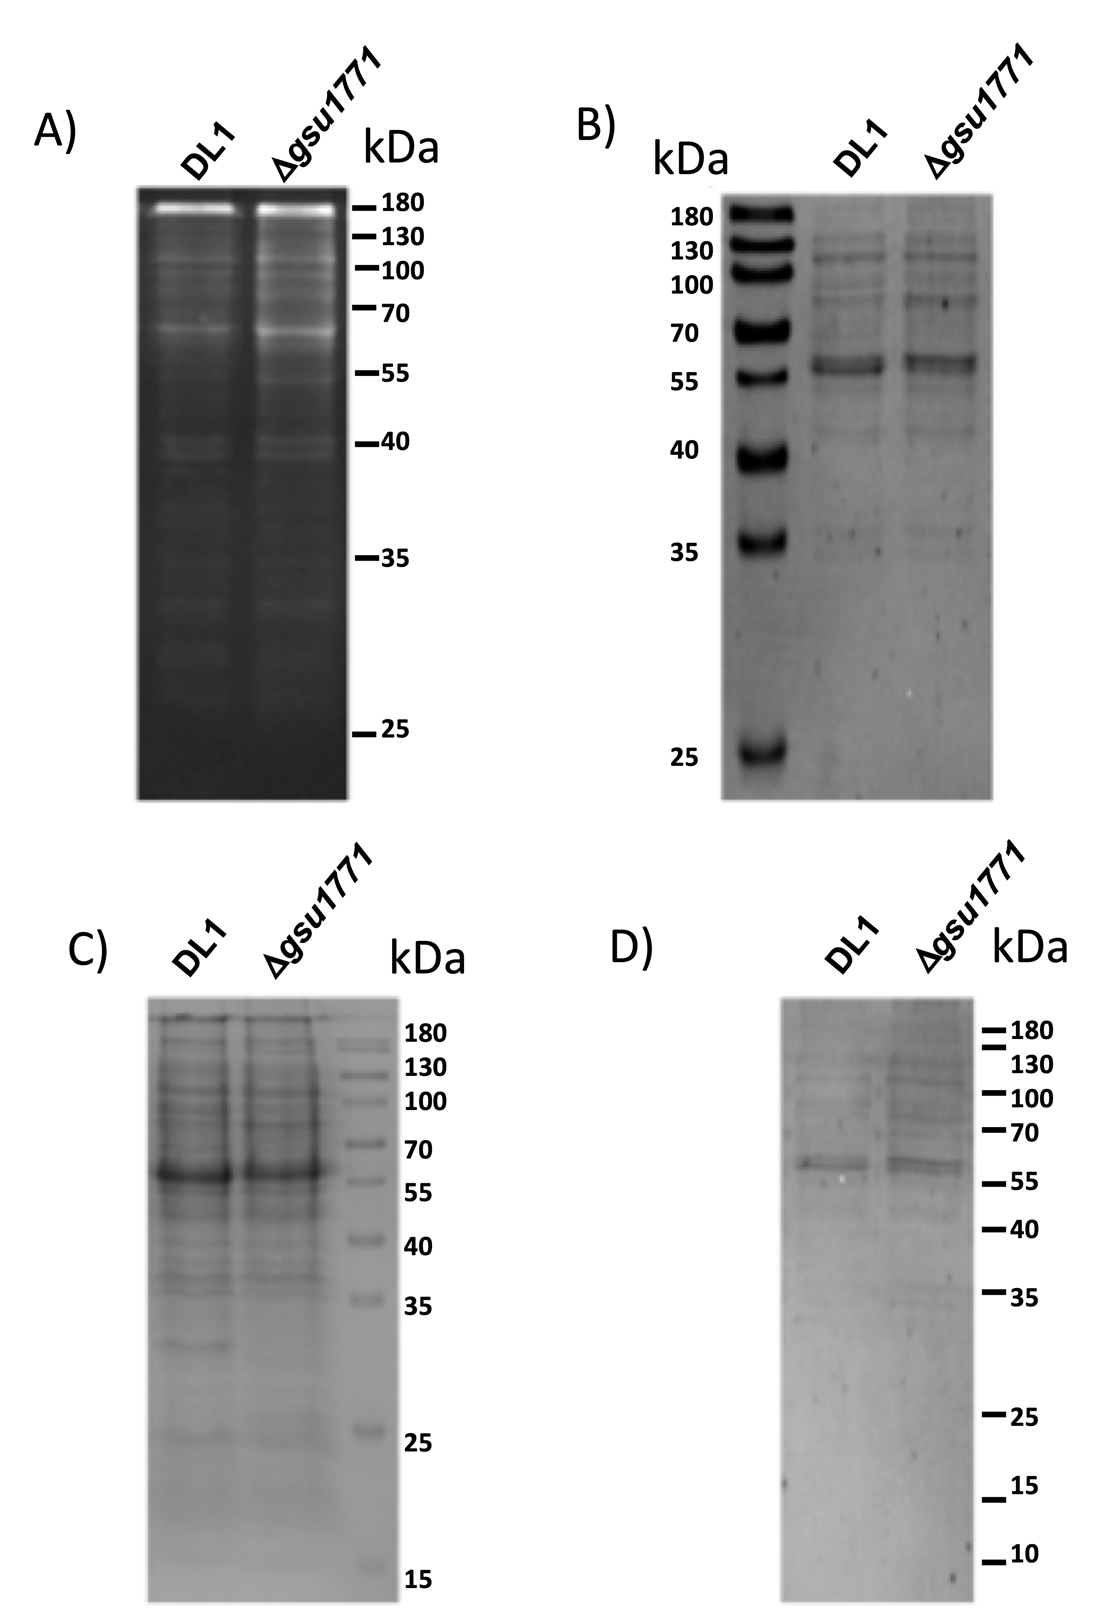

**S1 Fig.** SDS-PAGE of protein used as a loading control in heme-staining (A) and western blot for OmcS (B), OmcZ (C) and PilA (D). The PageRuler Pre-stained Protein Ladder standard (ThermoScientific) was used as a molecular weight.

# Supplementary material for: Global transcriptional analysis of Geobacter sulfurreducens gsu1771 mutant biofilm grown on two different support structures
**Source:** PLoS One. 2023 Oct 25;18(10):e0293359. doi: 10.1371/journal.pone.0293359
**Supplement:** S1 Table

**S1 Table. Bacteria, plasmid, and oligonucleotides used in this study.**

**References**

1. Caccavo FJr, Lonergan DJ, Lovley DR, Davis M, Stolz JF, Mclnerney MJ. *Geobacter sulfurreducens* sp. Vo., a hydrogen- and acetate-oxidizing dissimilatory metal-reducing microorganism. Appl Environ Microbiol. 1994, 60(10):3752-3759. doi:10.1128/aem.60.10.3752-3759.1994.

2. Hernández-Eligio A, Huerta-Miranda GA, Martínez-Bahena S, Castrejón-López B, Miranda-Hernández M, Juárez K. GSU1771 regulates extracellular electron transfer and electroactive biofilm formation in *Geobacter sulfurreducens*: Genetic and electrochemical characterization. Bioelectrochem. 2022, 145:108101. doi:10.1016/j.bioelechem.2022.108101.

3. Casadaban MJ, Cohen SN. Analysis of gene control signals by DNA fusion and cloning in Escherichia coli. J Mol Biol. 1980, 138(2):179-207. doi: 0.1016/0022-2836(80)90283-1.

4. Hernández-Eligio A, Pat-Espadas A, Vega-Alvarado L, Huerta-Amparan M, Cervantes FJ, Juárez K. Global transcriptional analysis of *Geobacter sulfurreducens* under palladium reducing conditions reveals new key cytochromes involved. Appl Microbiol Biotechnol. 2020, 104(9):4059–4069. doi:10.1007/s00253-020-10502-5.

5. Andrade A, Hernández-Eligio A, Tirado AL, Vega-Alvarado L, Olvera M, Morett E, Juárez K. Specialization of the reiterated copies of the heterodimeric integration host factor genes in *Geobacter sulfurreducens*. Front Microbiol. 2021, 12:626443. doi:10.3389/fmicb.2021.626443.

# Supplementary material for: Global transcriptional analysis of Geobacter sulfurreducens gsu1771 mutant biofilm grown on two different support structures
**Source:** PLoS One. 2023 Oct 25;18(10):e0293359. doi: 10.1371/journal.pone.0293359
**Supplement:** S2 Table

**S2 Table. List of differentially expressed genes in Δ*gsu1771* compared with the DL1 strain during biofilm formation on glass.**

# Supplementary material for: Global transcriptional analysis of Geobacter sulfurreducens gsu1771 mutant biofilm grown on two different support structures
**Source:** PLoS One. 2023 Oct 25;18(10):e0293359. doi: 10.1371/journal.pone.0293359
**Supplement:** S3 Table

**S3 Table.** **List of differentially expressed genes in Δ*gsu1771* compared with DL1 strain during biofilm formation on graphite electrode.**

# Supplementary material for: Global transcriptional analysis of Geobacter sulfurreducens gsu1771 mutant biofilm grown on two different support structures
**Source:** PLoS One. 2023 Oct 25;18(10):e0293359. doi: 10.1371/journal.pone.0293359
**Supplement:** S1 Raw images

**Global transcriptional analysis of *Geobacter sulfurreducens* gsu1771 mutant  
biofilm grown on two different support structures**

Juan B. Jaramillo-Rodríguez<sup>1</sup>, Leticia Vega-Alvarado<sup>2</sup>, Luis M. Rodríguez-Torres<sup>1</sup>, Guillermo A. Huerta-Miranda<sup>1</sup>, Alberto Hernández-Eligio<sup>1,3\*</sup>, Katy Juárez<sup>1\*</sup>

<sup>3</sup>Investigador por México, Consejo Nacional de Ciencia y Tecnología, Ciudad de México, México

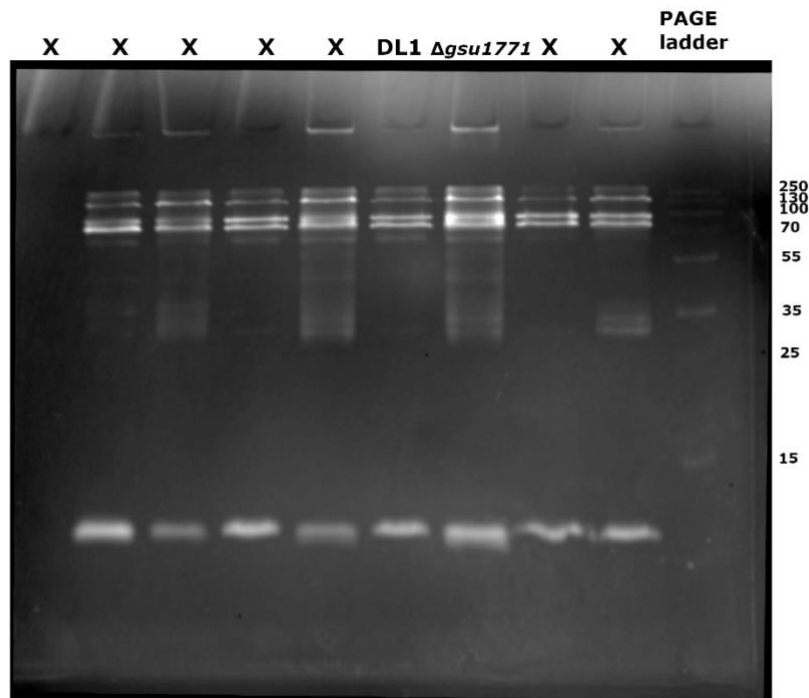

**Fig 3A. Samples DL1,  $\Delta gsu1771$ .** Gel visualized using a Gel Doc DZ imager (Bio-Rad).

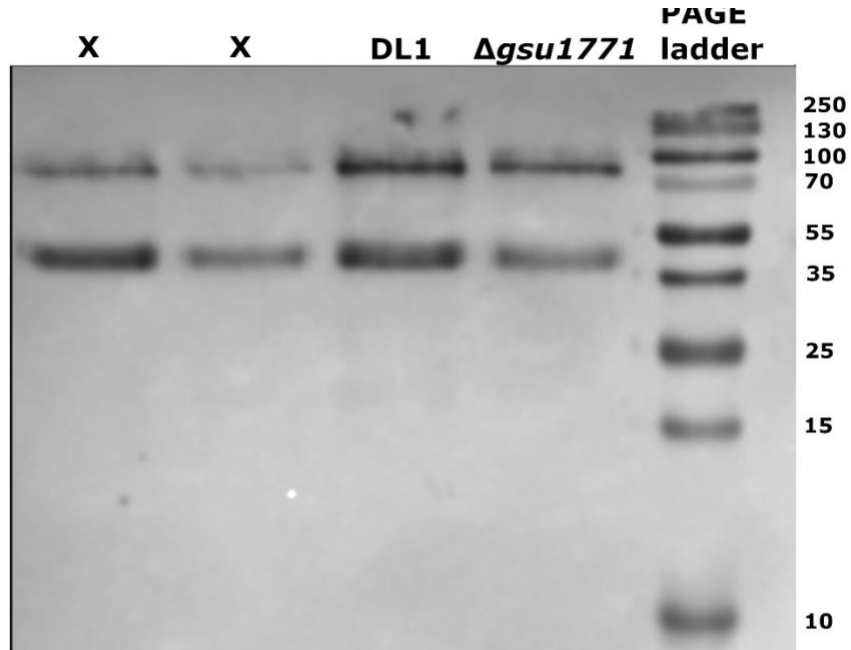

**Fig 3B. Samples DL1,  $\Delta gsu1771$ .** OmcS immunoblot, nitrocellulose membrane visualized using a Gel Doc DZ imager (Bio-Rad).

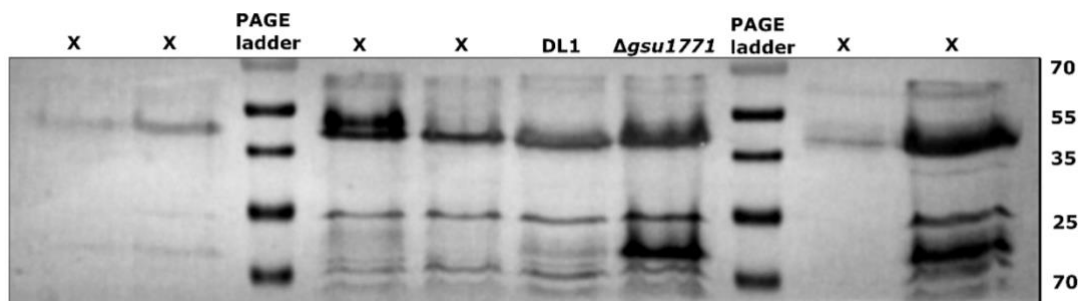

**Fig 3C. Samples DL1,  $\Delta gsu1771$ .** OmcZ immunoblot, nitrocellulose membrane visualized using a Gel Doc DZ imager (Bio-Rad).

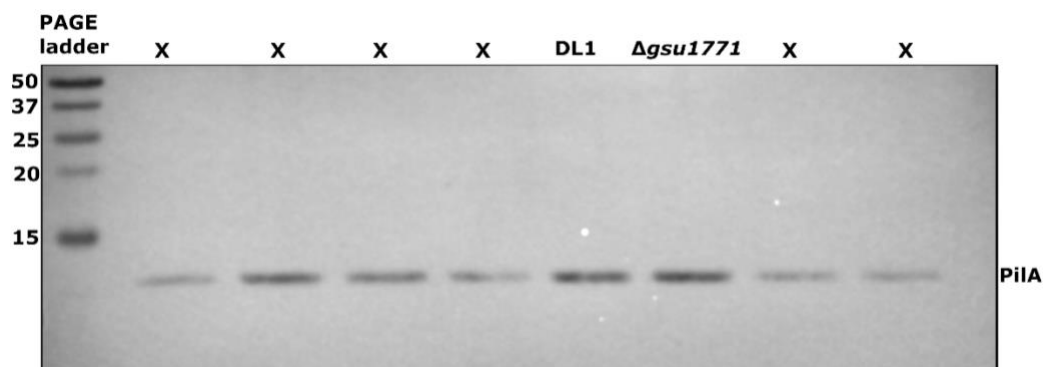

**Fig 3D. Samples DL1,  $\Delta gsu1771$ .** PilA immunoblot, nitrocellulose membrane visualized using a Gel Doc DZ imager (Bio-Rad).

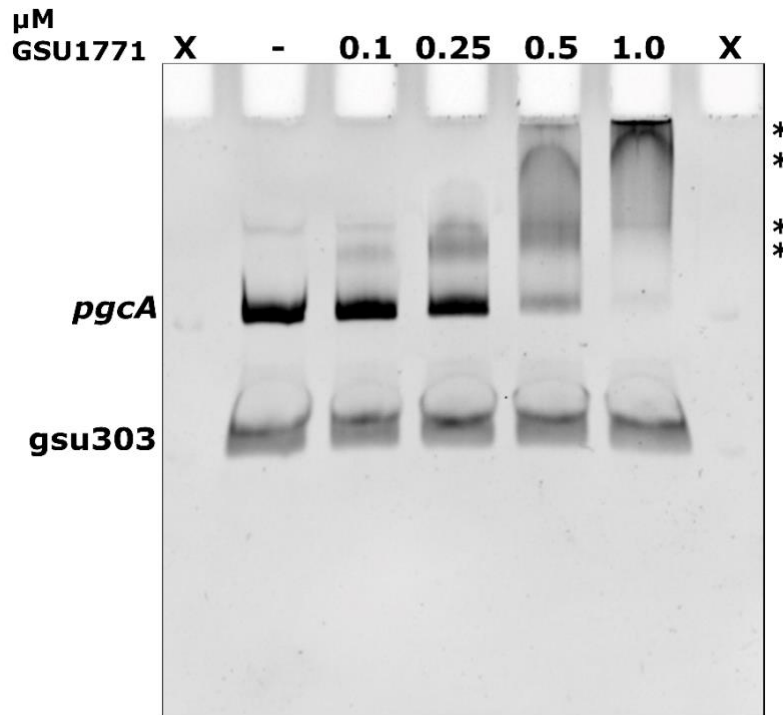

**Fig 6. Gel from the EMSA experiment using the promoter region of *pgcA*.** We used different concentrations of GSU1771 protein (0, 0.1, 0.25, 0.5, and 1 μM) gel visualized using a Gel Doc DZ imager (Bio-Rad).

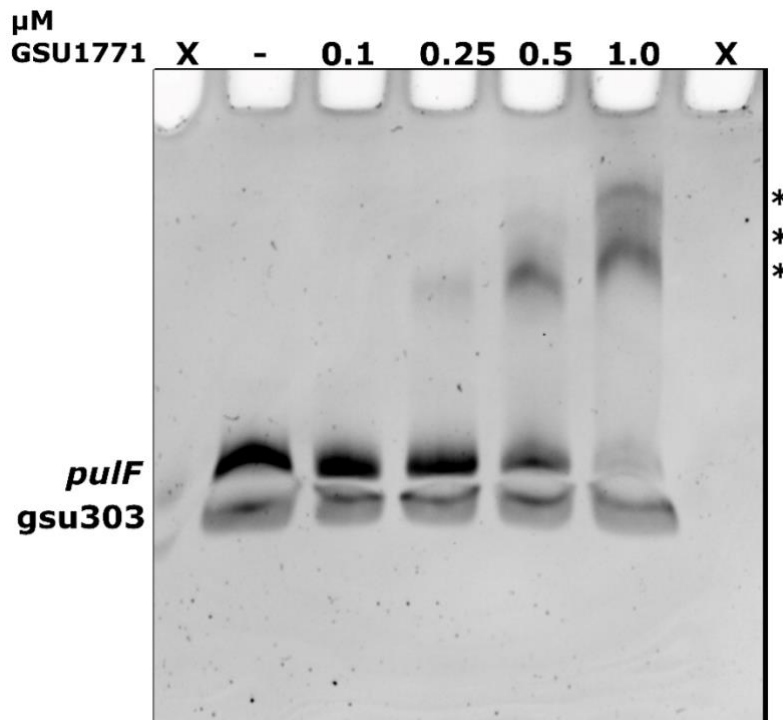

**Fig 6. Gel from the EMSA experiment using the promoter region of *pulF*.** We used different concentrations of GSU1771 protein (0, 0.1, 0.25, 0.5, and 1 μM) gel visualized using a Gel Doc DZ imager (Bio-Rad).

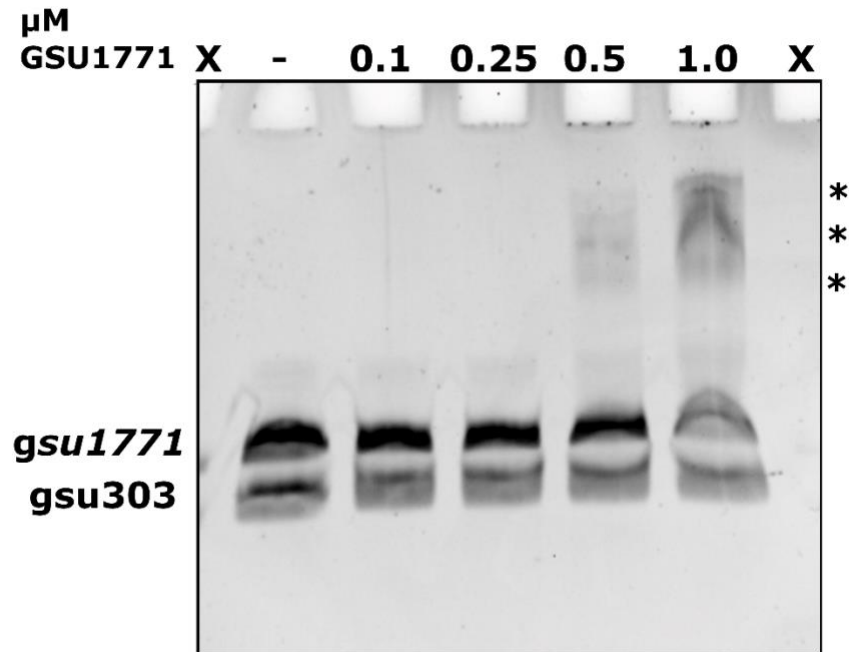

**Fig 6. Gel from the EMSA experiment using the promoter region of *gsu1771*.** We used different concentrations of GSU1771 protein (0, 0.1, 0.25, 0.5, and 1  $\mu\text{M}$ ) gel visualized using a Gel Doc DZ imager (Bio-Rad).

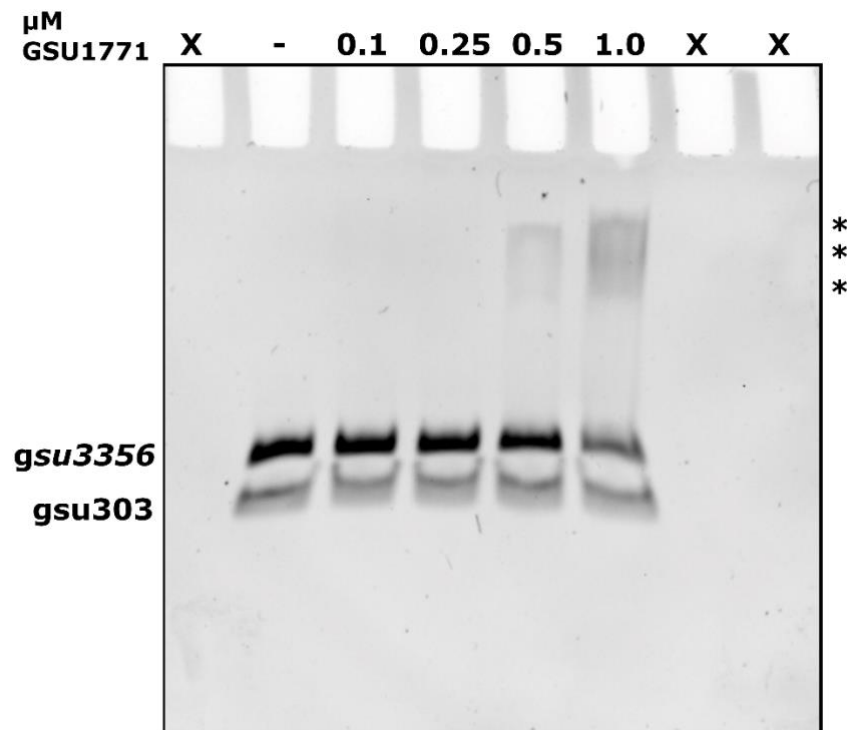

**Fig 6. Gel from the EMSA experiment using the promoter region of *gsu3356*.** We used different concentrations of GSU1771 protein (0, 0.1, 0.25, 0.5, and 1  $\mu\text{M}$ ) gel visualized using a Gel Doc DZ imager (Bio-Rad).

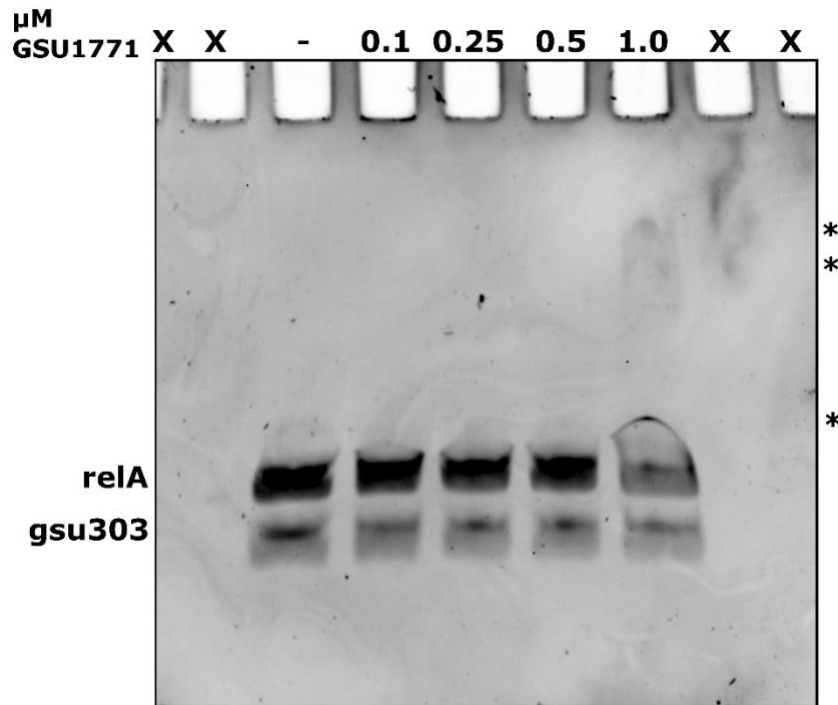

**Fig 6. Gel from the EMSA experiment using the promoter region of *relA*.** We used different concentrations of GSU1771 protein (0, 0.1, 0.25, 0.5, and 1 μM) gel visualized using a Gel Doc DZ imager (Bio-Rad).

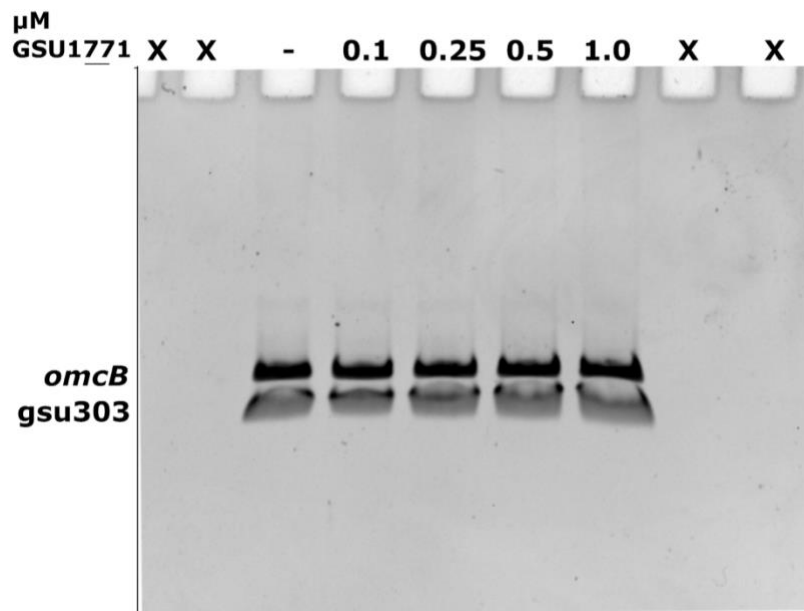

**Fig 6. Gel from the EMSA experiment using the promoter region of EMSA *omcB*.** We used different concentrations of GSU1771 protein (0, 0.1, 0.25, 0.5, and 1 μM) gel visualized using a Gel Doc DZ imager (Bio-Rad).

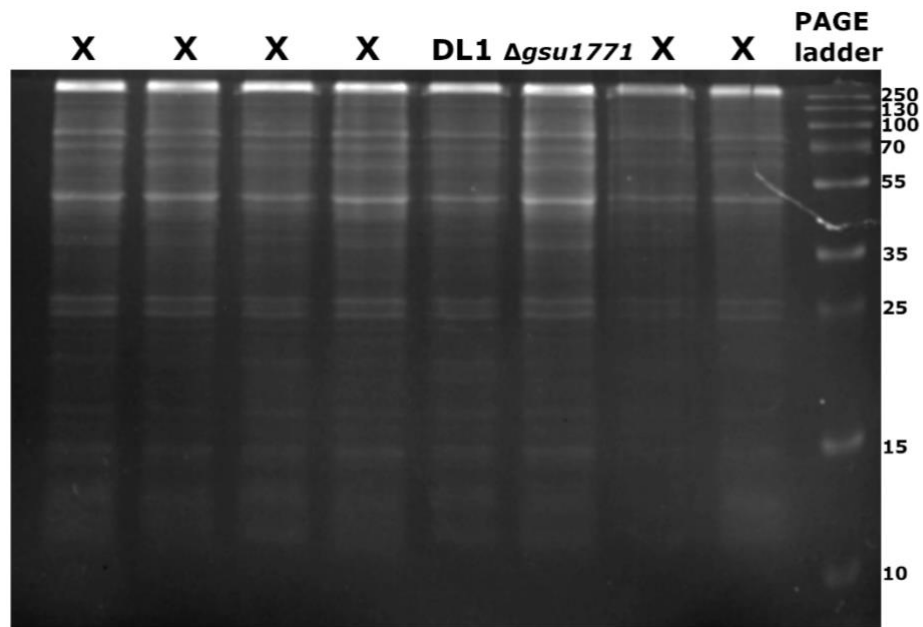

**S1 Fig. A** SDS PAGE of protein used as a loading control in heme-staining. Samples DL1 and *Δgsu1771*. Gel staining with Coomassie blue and visualized using a Gel Doc DZ imager (Bio-Rad).

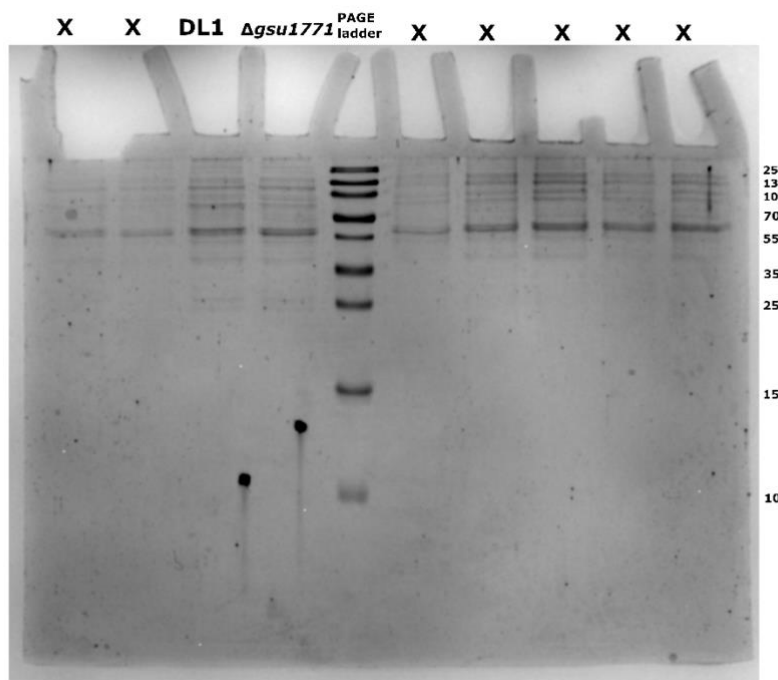

**S1 Fig. B** SDS-PAGE of protein used as a loading control in OmcS western blot. Samples DL1 and *Δgsu1771*. Gel staining with Coomassie blue and visualized using a Gel Doc DZ imager (Bio-Rad).

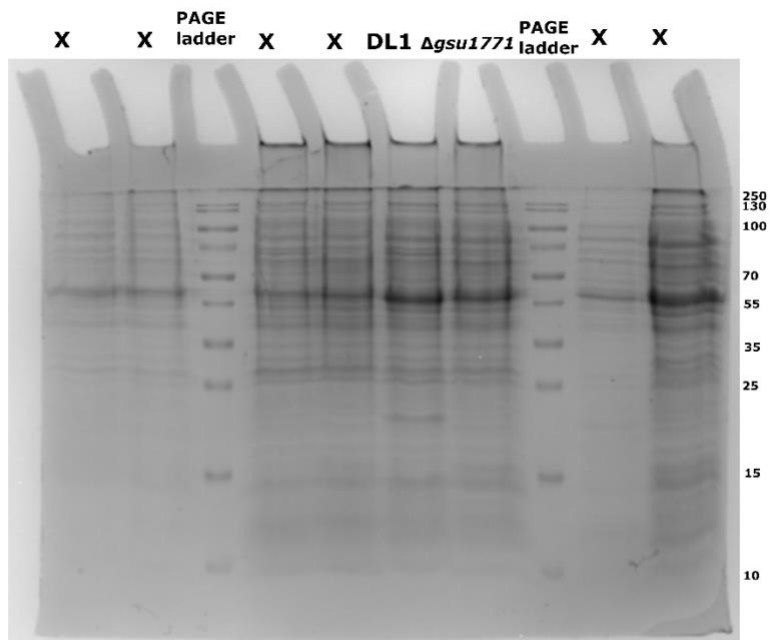

**S1 Fig. C SDS-PAGE of protein used as a loading control in OmcZ western blot.** Samples DL1 and  $\Delta$ gsu1771. Gel staining with Coomassie blue and visualized using a Gel Doc DZ imager (Bio-Rad).

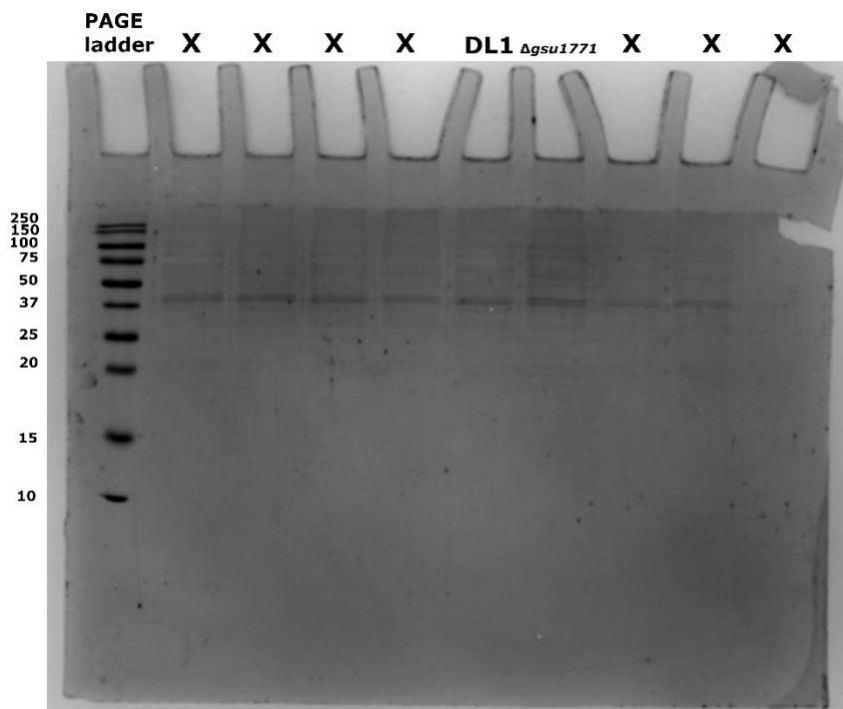

**S1 Fig. D SDS-PAGE of protein used as a loading control in PilA western blot.** Samples DL1 and  $\Delta$ gsu1771. Gel staining with Coomassie blue and visualized using a Gel Doc DZ imager (Bio-Rad).

How the deposited data were processed for this re-analysis (not part of the article)

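Gene expression was measured by RNA-seq in 8 libraries, 2 for each of 4 groups: the *Geobacter sulfurreducens* wild-type strain DL1 and the *gsu1771* deletion strain, each grown as a biofilm on glass and on a graphite electrode. The strains and supports were taken from the sample labels. The authors deposited 1 table for each support. The counts in these tables are whole numbers of reads per gene that the authors made from rRNA-depleted, stranded NextSeq 500 libraries, without normalization. The signal values are these counts as divided by the authors by 1 size factor per library. The log2 values are the authors' DESeq2 fold changes of the mutant over the wild type. The p-values are those of the authors' DESeq2 comparison, deposited both unadjusted and adjusted across the genes of the table. The aligner, the counting tool and the genome build are not given in the sources used here, and genes with very few counts were already absent from the tables. The raw counts were used for every result, and the authors' log2 values and p-values only for the comparison with their calls.

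The counts on genes came to 1338185, 1203992, 2872834 and 2947414 in the glass libraries (DL1 replicates, then mutant replicates) and 1556371, 1764816, 2183864 and 1810683 in the electrode libraries. Before TMM factors were applied, 1 CPM therefore stood for 1.2 to 2.95 counts. The CPM given for genes include these factors. On that scale, 33 counts on GSU1771 in DL1 glass replicate 2 were 40.1 CPM, and 12 counts in mutant glass replicate 1 were 3.00 CPM. With 2 libraries per group, spread between replicates is known poorly, and genes with few counts in DL1 have imprecise ratios. For a group with 0 counts, a fold change was given as a lower bound against a floor of 3 counts over the group, and for 1 to 3 counts as a ratio with an exact (Clopper-Pearson) 95% interval for counting error.

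Each support was fitted alone with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM factors, the quasi-likelihood F test and Benjamini-Hochberg adjustment. A gene was DE with an adjusted p under 0.01 and an absolute log2 fold change over 1.5. The paper gives the same cut-offs for a p-value, without saying whether it was adjusted, and heads a column of its Table 4 FDR. Adjusted p values in the text come from this test unless another tool is named, and the SE of a log2 fold change is its size divided by the square root of F. The overlap of the supports was tested with Fisher's exact test on the genes tested on both. The strain by support term was tested in 1 fit of all 8 libraries with the same thresholds. Gene sets were ranges of locus tags and the ribosomal protein genes, tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry and with camera at an estimated correlation. The ranges were drawn after reading the tables of the study, which come from the same libraries, so these tests are not independent evidence.

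The genes named were GSU1771, every gene the paper's text or its Tables 2 to 4 name for a support, the RT-qPCR reference GSU2822, *omcB*, *omcS*, and per support the 3 DE genes with the largest log2 fold change in each direction, at a mean of at least 1 CPM where they are higher. Values in the paper's tables had been seen when this rule was written. The rule also named *omcZ* and *omcE*, but no source used here pairs them with a locus tag, so they were not analysed here. In all, 130 of the genes the paper names were tested on glass and 122 on the electrode. Of these, 127 and 99 were DE, and 127 and 116 when p values were adjusted over the named genes alone, which the study chose from these libraries. A set of all *c*-type cytochrome genes was not made, because the tables give no product names.

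The alternatives were DESeq2 1.42.0, limma-voom, edgeR's exact test, calls shared by 3 tools, total counts, upper-quartile factors, factors without the 10 most abundant genes, 2 other filters on low counts, an unadjusted p, an adjusted p under 0.05, a log2 fold change over 1, glmTreat, 1 fit of all libraries, the replicate number as a block, and each library left out. Where a library was left out, the lone library of a group was assumed to vary like the other group. Such a fit has fewer degrees of freedom, so a call can be lost while its fold change stays the same. An unadjusted p, an adjusted p under 0.05 and a log2 fold change over 1 only loosen a threshold, so they cannot remove a call. NOISeq was not used here. The steps were tested on simulated counts with 200 changed genes. They called 98% of these on glass, 91% on the electrode and 78.5% for the strain by support term, with 0, 1 and 2 false calls, and made 0 calls on either support when no gene was changed. Every simulated change exceeded the fold change threshold, and every gene had the same spread. The means were averaged over the strains, so the different share of abundant genes in the strains was absent. These rates are therefore not the power or the false calls in the real data. RT-qPCR, EMSA and microscopy data were not analysed here.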

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

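The tests of exchanged labels, of wild-type cells on the electrode, of reads on a remaining part of GSU1771, of the scaling in the genes lower on glass and of the held-out libraries were chosen after the results were seen, and the explanation by a neighbouring gene was narrowed after its value was seen.

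A difference between the supports: GSU1771, the deleted gene, was lower in the libraries labelled mutant on glass and higher in those labelled mutant on the electrode, with a difference of 4.81 in log2 fold change, electrode minus glass (SE 0.54, adjusted p = 0.000164). Both mutant libraries lay below both DL1 libraries on glass and above both on the electrode. The tables argue against wild-type cells in the electrode cultures labelled mutant, because a mixture cannot exceed its source and the log2 fold change was 1.72 (SE 0.33). It was 1.38 without DL1 replicate 1, 1.96 without mutant replicate 1 and 1.45 without mutant replicate 2, each positive and not DE. They also argue against reads that run on from a neighbouring gene that itself rises, because the larger of the log2 fold changes of GSU1770 and GSU1772 on the electrode was 0.29 (SE 0.33). Electrode libraries of both strains that carry each other's labels cannot be told apart from a real rise. An exchange alone would not account for all the reads, however. The electrode libraries labelled DL1, which would then be the mutant, held 58 and 128 counts on GSU1771. That was 40.3 and 71.2 CPM, against 3.00 and 6.91 CPM in the glass libraries labelled mutant. Of the 62 genes DE on both supports, 83.87% changed in the same direction as labelled, which argues against exchanged labels only if the strains differ alike on both supports. Reads on a part of GSU1771 that the deletion left in place stay open as well, because all 4 libraries labelled mutant held such reads, at least 12, and counts per gene do not show where in the gene they lie. An effect of the support on transcription of a remaining part was not tested. If the electrode labels were exchanged, the signs of all electrode results would change.

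A difference between the supports: 288 of 3249 genes passed the test of strain by support, 211 with a higher and 77 with a lower log2 fold change on the electrode than on glass. Under total counts 374 genes passed, 57 higher and 317 lower, so the split rests on the scaling. Leaving out 1 library gave 69 genes without DL1 glass replicate 1, 89 without DL1 glass replicate 2, 80 without mutant glass replicate 1, 100 without mutant glass replicate 2, 181 without DL1 electrode replicate 2 and 220 to 337 without each of the other libraries. Support, medium, growth time and electron acceptor changed together, and exchanged electrode labels remain open, so no biological explanation was singled out.

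A difference between the supports: *omcS* (GSU2504) differed by -6.33 in log2 fold change, electrode minus glass. Its log2 fold change was 1.34 on glass (adjusted p = 1.62e-05, under the threshold for the fold change) and -4.99 on the electrode. Total counts moved the median of all genes by 0.94 on glass and 0.10 on the electrode, which widens this difference, so that scaling was no test of it. Exchanged electrode labels stay open here too, and the growth conditions remain an untested biological explanation.

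A difference between the supports: 10 genes were DE on both supports in opposite directions, 4 higher on glass and 6 lower on glass. Leaving out each library changed 0 of their signs, and every log2 fold change stayed at least 2.19 standard errors from 0. The genes were chosen for large changes, so genes were also chosen by 1 library per strain and support, in 16 ways, and their signs read in the other 4 libraries. Both signs were kept by 68.57% to 100% of the genes, against 25% if the other libraries held no information. This argues against a single library that decides the direction. The calls changed more, but a fit without 1 library has fewer degrees of freedom, so a lost call need not mean that 1 library decided it. Of the 10 genes, 1 stayed DE on both supports each time, GSU2505, and without mutant electrode replicate 2 the number of genes DE in opposite directions fell to 1. A scaling offset between the supports was tested with total counts, under which all 10 kept opposite signs and 4 were still DE in opposite directions. A scaling offset moves every gene alike, whereas the difference in log2 fold change, electrode minus glass, was -6.94 to -3.66 for the 4 genes higher on glass and 3.79 to 4.81 for the 6 lower on glass, which argues against it as the whole cause. Total counts moved the median difference of all genes from -0.02 to -0.84. This works against the 6 genes lower on glass, and all 6 still passed the test of strain by support, although only GSU1771 was still DE on glass. For the 4 genes higher on glass total counts widens the difference and tests nothing. Exchanged electrode labels would turn these into genes with the same direction, and turn the 52 genes with the same direction into opposite ones.

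Genes outside those the paper discusses: on glass, 21 of 59 genes of the flagellar regions were DE and lower in the mutant (camera, adjusted p = 9.77e-08; fry, 0.00828), as were 7 of 9 genes of the *cox* region (4.52e-06; 0.00453) and all 5 genes of the *hya* operon (0.000237; 0.00828). All 7 genes of the *hdr* region were DE and higher (0.000109; 0.0250). Camera with an estimated correlation gave adjusted p values of 0.218, 0.218, 0.295 and 0.313 for the 4 sets. With total counts the median log2 fold change of these sets was -0.29, -1.19, -1.69 and 3.68, against -1.24, -2.12, -2.62 and 2.75 with TMM. Total counts moved the median of all genes by 0.94, less than the size of each TMM value. That scaling therefore could not reverse these directions and is no test of them. The sets were drawn from the tables of the study on these libraries, and growth of the strains to different stages in 48 h is an explanation that was not tested.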

How the results depend on the processing

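The alternatives were fixed before the data were examined, except total counts without the 10 most abundant genes, which was chosen after seeing the data.

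Among the named genes, 229 calls on either support were made with the chosen settings, and none of these was called in the other direction under any alternative or with any library left out. GSU2822 on glass, not DE, had a log2 fold change of 0.09, which was -2.08 and DE without mutant glass replicate 1 and 0.92 without mutant glass replicate 2. glmTreat, which asks for a change beyond the fold change threshold itself, left 83 calls. With each library left out there were 158 to 228 calls.

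On glass, 543 genes were DE. Total counts gave 997, a log2 fold change over 1 gave 884, and glmTreat gave 186. The other alternatives that were fixed beforehand gave 466 to 581, and each library left out 425 to 555. With TMM 235 genes were higher and 308 lower, but upper-quartile factors gave 299 and 243, total counts 902 and 95, and total counts without the 10 most abundant genes 496 and 168. These scalings moved the median log2 fold change of all genes by 0.18, 0.94 and 0.51. Of the 543 genes, 139 were called under all 15 alternatives. GSU1771 on glass was called under all 15 and with each library left out.

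On the electrode, 108 genes were DE. The exact test gave 184, an unadjusted p under 0.01 gave 195, an adjusted p under 0.05 gave 179, and glmTreat gave 14, while each library left out gave 28 (without mutant replicate 2) to 182 (without DL1 replicate 2). Of the 108 genes, 14 were called under all 15 alternatives. GSU1771 on the electrode kept its direction and lost its call with limma-voom (1.75), calls shared by 3 tools (1.72), upper-quartile factors (1.78), glmTreat (1.72), the replicate block (1.76) and total counts without the 10 most abundant genes (1.68). With each library left out it lay between 1.38 and 2.19.

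DE genes shared by both supports numbered 62, and 95 with the exact test, 95 with an unadjusted p under 0.01 and 6 with glmTreat. With each library left out there were 18 to 91. Those with the same direction numbered 52, and 80, 79 and 6 under the same 3 alternatives, 124 when an adjusted p under 0.05 sufficed on the second support, and 17 to 76 with each library left out. Those in opposite directions numbered 10, and 6 with upper-quartile factors, 16 with an unadjusted p under 0.01, 0 with glmTreat, 6 with total counts without the 10 most abundant genes, and 1 to 15 with each library left out. An unadjusted p, an adjusted p under 0.05 and a lower fold change threshold let more genes pass by construction, and glmTreat fewer. For the exact test, the scalings and the other alternatives the cause was not tested.

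Genes with a strain by support interaction numbered 288, and 69 (without DL1 glass replicate 1) to 337 (without mutant electrode replicate 1) with each library left out. Gene set tests under 0.01 numbered 15 with camera, 7 of these with fry and 0 with camera at a correlation estimated per set. With the correlation estimated, 0 were also under 0.05.

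The replicate numbers were also used as a block. Across genes, the difference between the replicates of DL1 correlated little with that of the mutant (0.0987 on glass and -0.0489 on the electrode). This gives no sign of pairing by number, but it cannot exclude a pairing that affects few genes. With the replicate block, 64 genes were DE on the electrode, 40 were shared by both supports, 4 of them in opposite directions, 164 passed the test of strain by support, and GSU1771 on the electrode had a log2 fold change of 1.76 and was not called. The block leaves 1 degree of freedom fewer on each support.

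The alternative for normalized values did not apply, because the tables hold counts. Depth limits mostly the genes with few counts in DL1, where 1 CPM before TMM factors was 1.2 to 1.76 counts.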

Differences from the paper's values

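The settings are the alternatives set before the data were examined, and no test in this part was chosen after the values were seen.

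For GSU2939 on glass, Table 3 of the paper gives a log2 fold change of 1.58 (the paper's value), and the value here was 1.88 (SE 0.18). The S2 Table of the paper gives 1.86 for the same gene (the paper's value), so the 2 tables of the paper differ. The value was within its error of the paper's with all 8 libraries in 1 fit and without wild-type glass replicate 1. It was not under the other 17 of 19 settings, which include DESeq2, limma-voom, the exact test and the other scalings, filters and thresholds.

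The paper calls 119 genes on the electrode, and 21 of these were not DE here, although all had the same direction. These were GSU0431, GSU0537, GSU0538, GSU0919, GSU0979, GSU0980, GSU0981, GSU0982, GSU1079, GSU1905, GSU1944, GSU1945, GSU1947, GSU2584, GSU2642, GSU2750, GSU2751, GSU2939, GSU2940, GSU3409 and GSU3410, with adjusted p from 0.0115 to 0.278. DESeq2 and the exact test called all 21. An unadjusted p under 0.01, an adjusted p under 0.05 and 1 fit of all 8 libraries each called 17, all but GSU0919, GSU1079, GSU2751 and GSU3410. Total counts called 12, limma-voom 4, the replicate block 1, and leaving out wild-type electrode replicate 2 called 6, wild-type electrode replicate 1 called 2 and mutant electrode replicate 1 called 2. Another 10 genes were DE here and are not in the table of the paper: GSU0429, GSU1239, GSU1269, GSU1443, GSU1771, GSU1846, GSU1959, GSU2478, GSU2767 and GSU3242.

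The paper lists 52 genes as specific to the electrode. Of these, 4 were also DE on glass here: GSU1264, GSU2172, GSU2801 and *ssrS* (GSUR0059). The paper presents the strain as lacking *gsu1771*, whereas the electrode libraries labelled mutant held more reads on GSU1771 than the DL1 libraries, with a log2 fold change of 1.72 (SE 0.33).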

Other observations

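The test of a flat background was chosen after the result was seen.

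GSU1771 had reads in both glass libraries labelled mutant, at 7.04% and 16.2% of its mean DL1 level. Wild-type cells in the glass cultures labelled mutant may bring such reads, but would bring every abundant DL1 transcript at the same share. Of 1386 genes with at least 100 CPM in DL1 on glass, 8 lay below GSU1771 in both mutant libraries, the lowest GSU2585 at 2.67% on average, which argues against wild-type cells as the whole source. Reads on a part of the gene that the deletion left in place stay open. No biological explanation was tested.

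More DE genes were lower than higher on glass, 56.7% with TMM. The larger totals of the mutant libraries were tested as a cause by thinning them to the mean DL1 total. Over 10 draws the share of lower genes was 57.3% to 59.1%, with a median of 58.25%, which argues against the totals as the cause. Without the 10 most abundant genes in the library sizes and factors the share was 56.93%, but TMM already trims such genes, so a few abundant RNAs that take a different share of the counts cannot be told apart by that test. With total counts 9.53% of the DE genes were lower. The scaling therefore decides which direction holds more genes.

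With total counts, the median log2 ratio of mutant over DL1 on glass was 1.22, 1.15, 1.15, 1.19, 1.08, 1.07, 0.87, 0.88, 0.65 and 0.19 in 10 groups of genes, from the least to the most abundant, and on the electrode it was 0.32 in the first and 0.09 in the last. A flat background of reads, such as genomic DNA, in the glass libraries labelled mutant may raise low genes most. It would lift all groups by about the same amount, apart from gene lengths, which were not used. The median rise was 3.79 CPM (quartiles 1.25 and 6.93) in the lowest group and 66.9 CPM (35.4 and 98.8) in the sixth, a ratio of 17.7, which argues against a flat background as the whole cause. A small background beside other changes stays open, and no biological explanation was tested.

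More genes were DE on glass than on the electrode, 543 against 108. The electrode replicates differ more from each other, with a biological coefficient of variation of 0.247 against 0.158. With 1 estimate of the spread for all 8 libraries, there were still 3.26 DE genes on glass for each on the electrode, which argues against the spread as the whole cause. The growth conditions remain an untested explanation.

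GSU2822, the reference gene of the RT-qPCR assays in the paper, had 559 and 146 counts in the DL1 electrode libraries and 187 and 116 in the mutant electrode libraries (log2 fold change -1.70, SE 0.55, adjusted p = 0.0776). Its log2 fold change lay between -2.44 and -0.17 as each library was left out, and the gene was DE without DL1 electrode replicate 2 (adjusted p = 7.34e-08). The 42 ribosomal protein genes on the electrode had a median log2 fold change of -0.36, with 34 of 42 lower (adjusted p = 0.00415 in camera and 0.542 in fry). The camera result did not hold with every electrode library left out. The 6 genes of the *hyb* operon had a median of 2.28 on glass with 5 DE (camera, 0.000237; fry, 0.00828).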
